# Lipopolysaccharide priming enhances expression of effectors of immune defence while decreasing expression of pro-inflammatory cytokines in mammary epithelia cells from cows

**DOI:** 10.1186/1471-2164-13-17

**Published:** 2012-01-12

**Authors:** Juliane Günther, Wolfram Petzl, Holm Zerbe, Hans-Joachim Schuberth, Dirk Koczan, Leopold Goetze, Hans-Martin Seyfert

## Abstract

**Background:**

Udder infections with environmental pathogens like *Escherichia coli *are a serious problem for the dairy industry. Reduction of incidence and severity of mastitis is desirable and mild priming of the immune system either through vaccination or with low doses of immune stimulants such as lipopolysaccharide LPS was previously found to dampen detrimental effects of a subsequent infection. Monocytes/macrophages are known to develop tolerance towards the endotoxin LPS (endotoxin tolerance, ET) as adaptation strategy to prevent exuberant inflammation.

We have recently observed that infusion of 1 μg of LPS into the quarter of an udder effectively protected for several days against an experimentally elicited mastitis. We have modelled this process in primary cultures of mammary epithelial cells (MEC) from the cow. MEC are by far the most abundant cells in the healthy udder coming into contact with invading pathogens and little is known about their role in establishing ET.

**Results:**

We primed primary MEC cultures for 12 h with LPS (100 ng/ml) and stimulated three cultures either 12 h or 42 h later with 10^7^/ml particles of heat inactivated *E. coli *bacteria for six hours. Priming-related alterations in the global transcriptome of those cells were quantified with Affymetrix microarrays. LPS priming alone caused differential expression of 40 genes and mediated significantly different response to a subsequent *E. coli *challenge of 226 genes. Expression of 38 genes was enhanced while that of 188 was decreased. Higher expressed were anti-microbial factors (β-defensin *LAP, SLPI*), cell and tissue protecting factors (*DAF, MUC1, TGM1, TGM3*) as well as mediators of the sentinel function of MEC (*CCL5, CXCL8*). Dampened was the expression of potentially harmful pro-inflammatory master cytokines (*IL1B, IL6, TNF-α*) and immune effectors (*NOS2*, matrix metalloproteases). Functional network analysis highlighted the reduced expression of *IL1B *and of *IRF7 *as key to this modulation.

**Conclusion:**

LPS-primed MEC are fitter to repel pathogens and better protected against misguided attacks of the immune response. Attenuated is the exuberant expression of factors potentially promoting immunopathological processes. MEC therefore recapitulate many aspects of ET known so far from professional immune cells.

## Background

Inflammation of the mammary gland (mastitis) caused by environmental pathogens is a serious problem in dairy industry. Infection with *Escherichia coli *(*E. coli*) often provokes severe inflammation, greatly reduces milk yield and may eventually cause heavy tissue damage in the mammary gland [1,2]. Various attempts were made in the past to reduce both, incidence and severity of mastitis. These included measures promoting effective pathogen clearance and preventing an exuberant pathological inflammatory reaction. Prophylactic immunization of cows with *E. coli *J5 bacterin as a vaccine consistently reduced the severity of the disease [3,4]. However, it emerged during the last years that such vaccinations do not reduce the rate of new infections [5-7]. Alternatively, the innate immune response of the udder was primed by initiation of an inflammation. Therefore, the udder was infused with non-pathogenic bacteria [8] or the strong immune stimulant lipopolysaccharide (LPS). This reduced the severity of a subsequently elicited mastitis [9] and was found to even protect shortly after endotoxin infusion against an experimentally elicited mastitis [10]. The mechanisms underpinning these potentially beneficial effects are unknown.

A strong primary bacterial insult may cause reduced immune responsiveness of the host to subsequent pathogen challenges. This phenomenon known as endotoxin tolerance (ET) was widely examined *in vivo *in mouse and human during sepsis. Monocytes and macrophages from those species have been used to study relevant mechanisms *in vitro *[11,12] (see [13] for a review). Endotoxin tolerant monocytes exhibit decreased inducibility of pro-inflammatory cytokine synthesis coupled with an upregulated synthesis of anti-inflammatory cytokines as well as increased phagocytosis [14]. These features contribute to protect against septic shock and promote efficient bacterial clearance in the case of a re-infection. On the other hand, ET impairs antigen presentation of these cells through strong and long-lasting reduced expression of several major histocompatibility complex class II molecules (MHC II) [14,15]. Impairment of TLR-signalling by the induction of negative regulators, plasticity in the dimer composition of the transcription factor NF-κB [12] as well as epigenetic chromatin modification at promoters of different immune relevant genes contribute to the phenotype of endotoxin-tolerance in monocytes/macrophages [11]. Little is known about the impact of other cell types for establishing the ET phenotype.

Epithelial cells form the first line of defence against invading pathogens. The mammary epithelial cells (MEC) line the large surface area of the highly branched milk parenchyma of the mammary gland. MEC outnumber by far any other cell type possibly coming into contact with pathogens invading the lactating mammary gland. These cells are not only producing the milk but contribute significantly to the immune defence of the mammary gland [16,17]. They exert sentinel as well as effector functions of immune defence. Pathogen contact or stimulation with LPS endotoxin may elicit the expression of a battery of cytokines/chemokines and also of factors directly fighting off pathogens. These include the bactericidal β-defensins (lingual antimicrobial peptide LAP, bovine neutrophil β-defensin BNBD5) [18,19], some complement factors, and acute phase proteins [16,17,20-22] collectively referred to as "effectors" of innate immune defence.

Our group has recently found that a mild transient stimulation of healthy udders with a single low dose of LPS (1 μg/quarter) will not only reduce the severity of a subsequently elicited *E. coli *mastitis, but will protect the udder from colonization with *E. coli *pathogens for three to ten days [23]. In order to analyze mechanisms of inducible immune-protection in the udder, we used primary bovine MEC (pbMEC) as an established cell model for monitoring udder relevant immune functions [17]. Cultures were primed with low-doses of LPS and changes in their global transcriptome were measured with microarrays. Of particular interest was the evaluation of LPS priming-related alteration of the MEC response towards a subsequent challenge with *E. coli*. We show that LPS priming enhances expression of bactericidal and cell protective factors but attenuates pathogen induced expression of pro-inflammatory cytokines.

## Results

### Profiling the LPS-mediated modulation of the global transcriptome in MEC

Cultures of primary epithelial cells (pbMEC) were used to globally profile the effects of LPS on the transcriptome. The cells were stimulated (primed) for 12 h with a low concentration of LPS (100 ng/ml) and their RNA was collected after either a short (18 h) or an extended (48 h) waiting period (Figure 1). Respective controls of untreated cultures were included. For monitoring the effect of LPS priming upon the immune responsiveness of those cells, we challenged the cultures for 6 h with 10^7^/ml of *E. coli *particles either 12 h or 42 h after the LPS pre-treatment. Thus, cells were either harvested 30 h (short waiting experiment) or 60 h (long waiting experiment) after start. Adequate control cultures of non-primed cells challenged with the same *E. coli *stimulus were also analysed. The entire experiment therefore consisted of eight different conditions. It was replicated with pbMEC cultures obtained from three different cows. Thus in all 24 RNA samples were collected and individually analysed with GeneChip bovine genome arrays (Affymetrix).

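Primary bovine mammary epithelial cells line the milk-producing alveoli and are among the first cells to meet bacteria entering the udder. The control cultures (C.) received neither stimulus, and the primed cultures (P.) received LPS, which is sensed by TLR4, at 100 ng/ml for 12 h. The naïve challenged cultures (I.) received heat-killed E. coli at 10000000 particles/ml for 6 h, and the I.p.P. cultures received both stimuli in turn. In the short waiting experiment the challenge began 12 h after priming and the cells were harvested at 30 h. In the long one it began 42 h after priming and harvest was at 60 h. The 24 arrays thus covered 8 conditions, made up of 4 treatments in each of 2 waiting experiments, with 3 arrays per condition from the cultures of 3 different cows. Each array reports 24016 probe sets, controls left out, as the authors' GCRMA log2 values without detection calls, the lowest being 2.02. Between 56.0 and 56.7% of the values lay above a log2 value of 4 on each array. Differences between treatments were tested with limma on the 13622 (short) or 13814 (long) probe sets above a log2 value of 4 in at least 3 arrays. Each fit had the preparation (the cow) as a block, and adjusted p under 0.05 (Benjamini-Hochberg) was required for a call. The authors' own criterion was a fold change above 1.5 together with p under 0.005 in the methods' t-test, paired by preparation. With 3 preparations per condition small changes can be missed.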

**Figure 1:**
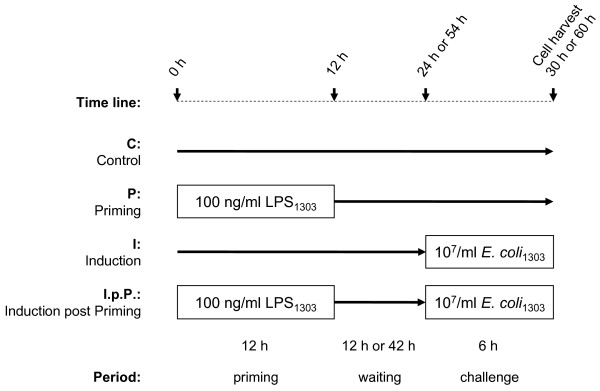
**Schematic diagram of the experimental setting**.

### LPS priming induced changes level off after time

The correlation analysis of the microarrays (Figure 2) revealed that the three biological replicates clearly clustered together in any of the respective treatment groups if the cells were collected 18 h after the LPS treatment. This was no longer observed if the cells were analysed after extending the waiting period to 48 h post priming. Hence, the LPS effect vanishes with time.

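After the short wait the cultures of each treatment resembled each other more than those of any other treatment. The mean correlation of the centred values within a treatment was 0.884 in C., 0.868 in P., 0.86 in I. and 0.831 in I.p.P. cultures. These correlations run across probe sets, which are not independent replicates. The treatments closest to each other were P. and C. (0.737), followed by I. and I.p.P. (0.715). Each of the 12 short arrays had an array of its own treatment as nearest neighbour. In the tree by average linkage all 4 treatments formed clusters of their own, and the first split parted the 12 short from the 12 long arrays. With Spearman correlation in place of Pearson correlation, 3 of the 4 treatments kept a cluster and the control cultures lost theirs.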

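After the long wait the control cultures alone formed a cluster of their own, with a mean correlation of 0.91. Primed cultures resembled the controls (0.8) more than each other (0.775). Likewise, the naïve challenged cultures resembled the I.p.P. cultures (0.788) slightly more than each other (0.781), while the I.p.P. cultures correlated at 0.848 among themselves. Among the naïve challenged cultures preparations 1 and 3 correlated at 0.942, and the lowest correlation was 0.686. Their low mean thus rests on the culture of preparation 2. The nearest neighbour came from the same treatment for 9 of the 12 long arrays. Complete linkage, a filter on dim probe sets, values left uncentred and separate trees for each experiment left the long controls as the single long cluster.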

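Several defence genes answered LPS much more strongly after the short than after the long wait. For SAA3, an acute phase protein of the mammary epithelium, the effect of priming was larger after the short wait by 4.44 (standard error 0.19, adjusted p = 6.01e-10) on the log2 scale. The bactericidal defensin LAP lay near the lowest array value in short control cultures (2.67), so the size of its difference is not exact. The difference was 4.44 (standard error 0.41, adjusted p = 8.79e-06) for LAP, 3.73 (standard error 0.21, adjusted p = 1.72e-08) for haptoglobin (HP) and 1.84 (standard error 0.09, adjusted p = 4.15e-09) for complement factor B (CFB). It was 2.96 (standard error 0.30, adjusted p = 2.8e-05) for IL18BP, which neutralizes interleukin 18, and 1.69 (standard error 0.21, adjusted p = 0.000356) for the MHC class II gene BOLA-DRA. Among 12 antimicrobial and acute phase genes, 5 had the larger effect after the short wait and 7 with p adjusted over the list alone (adjusted p = 3.34e-05 for the list with an estimated correlation). Several genes of this list are named in the study's tables, so it is not independent evidence of direction. Amino acid supply genes driven by the stress factor ATF4 differed the other way: SLC7A11, a cystine transporter, by -2.05 (standard error 0.17, adjusted p = 3.19e-06), and the serine synthesis genes PSPH by -0.91 (adjusted p = 6.96e-06) and PSAT1 by -0.91 (adjusted p = 1.86e-05). In all, 84 of 13949 probe sets had different effects of priming after the 2 waits, 44 in the direction of SAA3 and 40 in that of SLC7A11; without preparation 1, 2 or 3 the count was 32, 42 or 21. From the loss of the treatment clusters after the long wait, the paper concludes that the effect of LPS fades. The naïve challenged cultures, which received no LPS, had no cluster of their own after the long wait either.

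**Figure D1:**
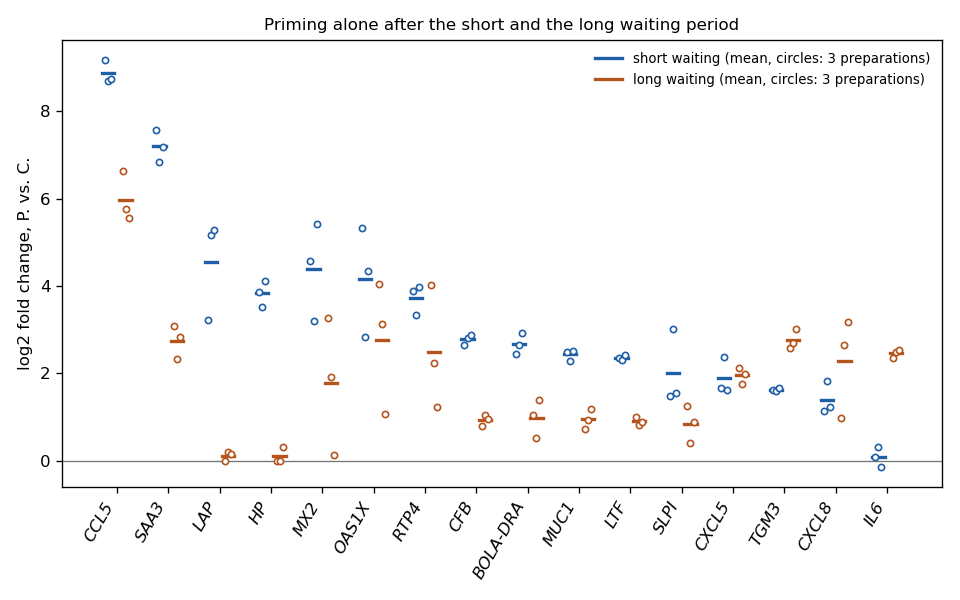
Effect of LPS priming on 16 genes in log2 units (P. minus C.), after the short (blue) and the long wait (orange). Bars are means and circles are the 3 preparations.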

**Figure 2:**
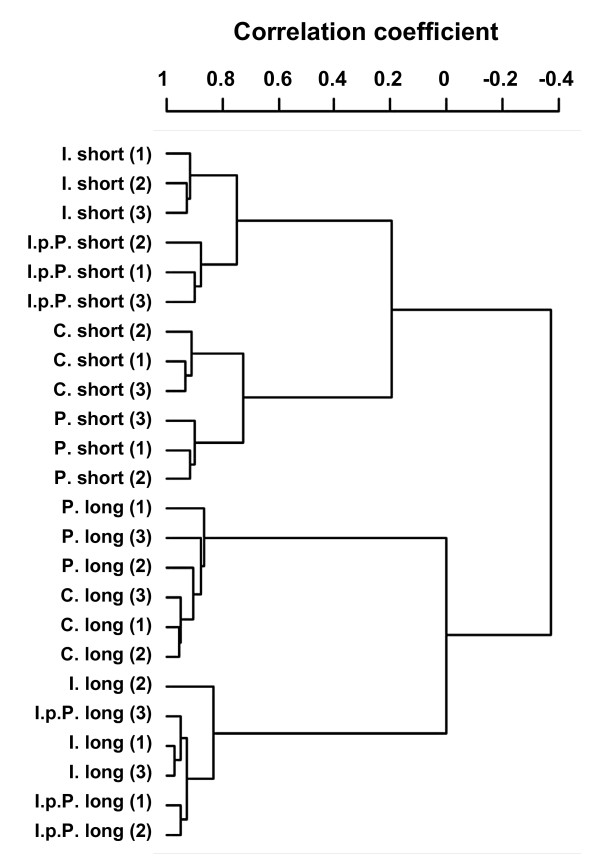
**Dendrogram clustering the data from the individual experimental cultures, using centred correlation and average linkage**. Numbers indicate pbMEC preparations obtained from the three different cows. The dendrogram is based on all data as obtained after the GCRMA normalization. Note that the data are clustering according to treatment rather than the individuals from which the pbMEC cultures have been established.

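MHC genes differ in sequence from cow to cow, so their probe sets are where a difference between animals could be looked for first. By limma 0 of 13949 probe sets, 19 of MHC genes among them, differed between preparations across the 24 arrays (313, or 2.24%, at unadjusted p under 0.05; smallest adjusted p = 0.998). Within the short experiment the count was 0 (580 unadjusted) and within the long one it was 0 (391 unadjusted). The nearest array came from the same preparation for 0 of the 12 short and 1 of the 12 long arrays. When a preparation effect with a standard deviation of 0.5 log2 units was added to 200 probe sets, 81% of them were called.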

In the short waiting experiments we found that priming modulated the abundance of 48 transcripts (37 higher and 11 lower; Table 1) relative to the control. 

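Genes that answer type I interferon, the cytokines that set up antiviral defence, made up many of the largest rises in primed cells. IFI27 rose by 4.40 (standard error 0.14, adjusted p = 1.59e-08) on the log2 scale, MX2, which blocks viral replication, by 4.40 (standard error 0.36, adjusted p = 3.55e-05), and IFI6 by 4.04 (standard error 0.20, adjusted p = 8.23e-07). OAS1X (the study's OAS1), an enzyme activated by double-stranded RNA, rose by 4.17 (standard error 0.41, adjusted p = 0.00013) and IFI44 by 3.80 (adjusted p = 6.75e-06). A probe set without a gene name rose by 5.66 (adjusted p = 6.45e-10). Of 39 genes of the type I interferon response, 33 were higher and none lower (37 with p adjusted over the list alone), with a median change of 1.02 (adjusted p = 0.0199 with an estimated correlation). Of 5 guanylate-binding proteins, which attack intracellular microbes, 4 were higher, among them GBP2 by 3.28 (adjusted p = 1.4e-06) and GBP1 (the study's GBP3) by 1.40 (adjusted p = 3.97e-06); for the list, adjusted p = 0.00349 with an estimated correlation. By limma 508 of 13622 probe sets passed in primed against control cells, 303 higher and 205 lower, and 210 of these (155 and 55) changed more than 1.5-fold. Leaving out preparation 1, 2 or 3 gave 160, 220 and 158.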

The expression of 317 transcripts was significantly different between primed and non-primed cells subsequent to an *E. coli *challenge. Priming increased the expression from 45 of these transcripts while decreasing it from 272 of them (table 1; I.p.P. *vs*. I.). It was possible to identify from these 317 differentially expressed transcripts (DET) 226 differentially expressed annotated genes (DEG; Table 1).

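NOS2 had the largest reduction in primed cells after the challenge (-3.42, adjusted p = 3.57e-05, on the log2 scale). Among the 10 largest were also IL1B (-2.67, adjusted p = 0.00017), TIFA (-2.58, adjusted p = 2.03e-05), TNFSF13B (-2.54, adjusted p = 7.04e-05) and genes that interferons induce. Of the latter, lower than in naïve challenged cells were GBP2 (-3.01, standard error 0.17, adjusted p = 7.94e-06), the apolipoprotein L gene APOL3 (-2.98, standard error 0.22, adjusted p = 3.57e-05) and the interferon-induced membrane protein gene TMEM140 (-2.54, adjusted p = 1.1e-05). A probe set without a gene name was lower (-2.98, adjusted p = 0.000101). The list of 39 interferon response genes did not pass with an estimated correlation (adjusted p = 0.0815). All 5 guanylate-binding proteins tested were lower, with a median change of -1.48 (adjusted p = 0.00497 with an estimated correlation). On the higher side was CYP26A1, which breaks down retinoic acid, at 1.09 (standard error 0.20, adjusted p = 0.00846); its call was lost without preparation 1 (adjusted p = 0.0664), without preparation 3 (0.124) and with no filter on dim probe sets (0.0724). Of 13622 probe sets, limma called 1008, of which 388 were higher and 620 lower in primed and challenged cells. Changes above 1.5-fold were seen in 319 of them (57 higher and 262 lower). The count was 271, 465 or 274 without preparation 1, 2 or 3.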

**Table 1:** Total numbers of significantly differentially expressed transcripts (DET) and genes (DEG) comparing LPS-primed (P.) *vs*. unstimulated pbMEC (C.) and *E. coli *challenged primed (I.p.P.) *vs. E. coli *challenged naïve cells (I.)

	Short waiting period				Long waiting period			
	**P. *vs*. C**.		**I.p.P. *vs*. I**.		**P. *vs*. C**.		**I.p.P. *vs*. I**.	

DET	**48**		**317**		**15**		**6**	
	↑ 37	↓ 11	↑ 45	↓ 272	↑ 11	↓ 4	↑ 2	↓ 4
IPA mapped DEG	**40**		**226**		**13**		**6**	
	↑ 30	↓ 10	↑ 38	↓ 188	↑ 9	↓ 4	↑ 2	↓ 4

Challenging the cultures 48 h post-LPS-priming modulated the abundance of only 15 DET including 13 DEG compared to the controls. 

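Some interferon-induced genes were still higher in cells primed 48 h earlier. IFI27 was higher by 2.65 (standard error 0.32, adjusted p = 0.0069) on the log2 scale, a call lost without preparation 1 (adjusted p = 0.199), without preparation 2 (0.141), with no filter on dim probe sets (0.0851) and with only the arrays of the groups compared (0.139). Of 40 interferon response genes, 12 were higher and none lower (33 with p adjusted over the list alone), with a median change of 0.74; the list had adjusted p = 1.19e-37, and 0.0867 with an estimated correlation. Of the 5 guanylate-binding proteins 4 were higher (adjusted p = 0.0405 with an estimated correlation). SAA3 remained higher by 2.75 (adjusted p = 1.14e-05). In all 108 of 13814 probe sets passed by limma, 71 higher and 37 lower, and 72 of them changed more than 1.5-fold. The count is fragile, since 9, 18 or 20 probe sets passed without preparation 1, 2 or 3.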

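The genes of interleukin 1B and of inducible nitric oxide synthase, both induced by bacteria, had lower values in I.p.P. than in I. cultures after the long wait, but without a call. IL1B differed by -1.02 (standard error 0.15, adjusted p = 0.0724) log2 units between I.p.P. and I. cultures and NOS2 by -0.73 (standard error 0.18, adjusted p = 0.0907); IL1B passed without the block for preparation (adjusted p = 0.0308) and with all 24 arrays in one fit (0.0183). By RT-qPCR the study's Table S3 lists IL1B, NOS2 and TNF as lower in this comparison and IL6 as not changed, which was not tested here. On the arrays the adapter TIFA (0.02, adjusted p = 0.97) and the antiviral gene MX2 (0.04, adjusted p = 0.976) showed values near 0. By limma 0 of 13814 probe sets passed, while 2752 had unadjusted p under 0.05. With all 24 arrays in one fit 1296 passed, and without the block for preparation 15 did. The methods' t-test with a fold change above 1.5 gave 6.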

Considering the modulation of the immune responsiveness through LPS priming we found that this treatment regulated only six genes differently, if the *E. coli *challenge was applied 48 h after the end of the LPS priming (Table 1). Therefore, we focused our analysis on data obtained from the short waiting experiments. We identified the human orthologs of those bovine DEGs and only considered the human identifiers for the subsequent analyses, since more comprehensive knowledge is available about the human factors regarding their functions and regulatory relationships.

A complete list of significantly regulated genes and all statistically relevant parameters is given in the Additional material (Additional file 1, Table S1 for the comparisons primed *vs*. control and Additional file 2, Table S2 for induced post priming *vs*. induced).

### Priming of pbMEC induced the expression of genes involved in immune-protective mechanisms

Priming alone enhanced the expression of 30 genes in pbMEC. The functional analysis of these genes with the Ingenuity pathway analysis software (IPA) attributed to them the category "Inflammatory Response" (including 10 factors, p = 9.53 × 10^-7^) with highest statistical significance. 

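Chemokines, which draw leukocytes to infected tissue, were among the genes that rose in primed cells. CCL5, which attracts T cells and monocytes, rose by 8.87 (standard error 0.13, adjusted p = 2.86e-11) on the log2 scale. Its mean log2 value was 3.12 ± 0.40 (SD) in control cultures, under the filter's value of 4, and 11.98 ± 0.30 in primed cultures. The size of this rise thus rests on a control level near the lowest array value, and by RT-qPCR it was 4.04. The neutrophil attractants CXCL2 and CXCL8 rose by 1.33 (standard error 0.06, adjusted p = 3.8e-07) and 1.40 (standard error 0.14, adjusted p = 0.000113). Of 10 chemokines 5 were higher and none lower (6 with p adjusted over the list alone; adjusted p = 0.016 for the list with an estimated correlation).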

Priming most strongly enhanced the abundance of the mRNA encoding the chemokine CCL5 (466-fold, Table 2). This factor recruits monocytes, T cells and eosinophils but is also known to be anti-apoptotic for macrophages. 

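Acute phase proteins, which epithelia and liver secrete early in inflammation, formed a second set of strong rises. SAA3 rose by 7.19 (standard error 0.13, adjusted p = 8.94e-11) on the log2 scale, haptoglobin (HP), which binds free haemoglobin, by 3.83 (standard error 0.15, adjusted p = 9.43e-08), and CFB, of the alternative complement pathway, by 2.78 (standard error 0.06, adjusted p = 4.09e-10). The iron-binding milk protein LTF rose by 2.36 (standard error 0.04, adjusted p = 8.94e-11) and the cell surface mucin MUC1 by 2.44 (standard error 0.07, adjusted p = 8.35e-09). The calprotectin subunit S100A8, which withholds metal ions from bacteria, rose by 1.01 (adjusted p = 1.69e-06). Complement component C2 rose by 2.32 (adjusted p = 0.000137). Of 11 antimicrobial and acute phase genes 9 were higher and none lower (10 with p adjusted over the list alone), with a median change of 1.64; adjusted p = 0.00291 with an estimated correlation. Several of these genes had been seen in the study's tables when the list was set, so their direction is not independent evidence. Of 9 complement genes 3 were higher (adjusted p = 0.0457 with an estimated correlation).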

Priming also strongly enhanced the expression of the acute phase response factors serum amyloid A3 (*SAA3*), haptoglobin (*HP*), complement factor B (*CFB*), lactotransferrin (*LTF*), and of the membrane protection factor mucin 1 (*MUC1*). Moreover, priming increased the mRNA abundance of a whole battery of factors known to be involved in antigen processing (leukocyte-derived arginine aminopeptidase, *ERAP2*; cathepsin S, *CTTS*) and presentation (MHC orthologs of *HLA-DRA, HLA-DQA1, HLA-DQB1, HLA-DMB, HLA-A, HLA-DMA*; Table 2 and Additional file 1, Table S1A).

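MHC class II molecules show peptides to helper T cells, and most genes of their list rose in primed cells. BOLA-DRA (the study's HLA-DRA) rose by 2.67 (standard error 0.13, adjusted p = 8.23e-07) on the log2 scale, BOLA-DQA2 (HLA-DQA1) by 2.06 (standard error 0.16, adjusted p = 2.87e-05) and BOLA-DMB (HLA-DMB) by 0.99 (standard error 0.08, adjusted p = 3.2e-05). BOLA-DQB1 (HLA-DQB1) rose by 1.251 (adjusted p = 4.57e-05) on the probe set of Table S1A and by 1.03 (adjusted p = 1.48e-05) and 1.14 (adjusted p = 0.00425) on 2 others, of which the last, in Table S2A, lost its call without preparation 1 (adjusted p = 0.0596), without preparation 2 (0.0958), with no filter on dim probe sets (0.0624) and with only the arrays of the groups compared (0.115). BOLA-DMA (HLA-DMA), which helps to load peptides, rose by 0.77 (adjusted p = 0.00155) and did not pass without preparation 2 (adjusted p = 0.0711). Of 11 class II genes 8 were higher and none lower, with a median of 0.86 (adjusted p = 0.00615 with an estimated correlation). The class I light chain B2M rose by 0.29 (adjusted p = 9.89e-05) and the proteasome activator PSME1 by 0.42 (adjusted p = 8.04e-05). Of 17 class I genes 11 were higher (15 with p adjusted over the list alone; adjusted p = 0.00211 with an estimated correlation). Cathepsin S (CTSS), which trims the invariant chain, rose by 0.78 (adjusted p = 2.57e-05). ERAP2, which trims peptides for class I, stood at 0.83 (standard error 0.21, adjusted p = 0.0546) and passed with only the arrays of the groups compared (adjusted p = 0.0326).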

**Table 2:** Top ten DEG after short waiting period comparing LPS-primed (P.) *versus *unstimulated control cells (C.)

Symbol	Entrez Gene Name	Mean ratio	Expression regulated by*			
		**P./C**.	IL1	TNF	IL6	IRF7
**Priming enhances expression of:**						
CCL5	chemokine (C-C motif) ligand 5	**466**	x	x	x	x
SAA3	serum amyloid A3	**146**	x			
FAM14A	family with sequence similarity 14, member A	**21**				
HP	haptoglobin	**14**	x	x	x	
RTP4	receptor (chemosensory) transporter protein 4	**13**				
PARM1	prostate androgen-regulated mucin-like protein 1	**8**				
CFB	complement factor B	**7**		x		
PLAC8	placenta-specific 8	**7**				
HLA-DRA	major histocompatibility complex, class II, DR alpha	**6**	x			
MUC1	mucin 1, cell surface associated	**5**	x	x		
**Priming decreases expression of:**						
ELTD1	EGF, latrophilin and seven transmembrane domain containing 1	**-3.5**				
TRIB3	tribbles homolog 3	**-2.1**				
TBXAS1	thromboxane A synthase 1	**-2.0**				
RASSF4	Ras association domain family 4	**-2.0**				
PYCR1	pyrroline-5-carboxylate reductase 1	**-1.9**				
G0S2	putative lymphocyte G0/G1 switch gene	**-1.9**	x	x		
FUT1	fucosyltransferase 1	**-1.8**				
C1orf24	chromosome 1 open reading frame 24	**-1.8**				
PCTP	phosphatidylcholine transfer protein	**-1.6**				
PSAT1	phosphoserine aminotransferase 1	**-1.6**				

* Expression of the respective gene is known to be regulated by IL1, TNF, IL6, and/or IRF7 (based on Ingenuity Knowledge Database).

Priming decreased the expression of only ten genes. 

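Genes that support amino acid supply under stress were lower in primed cells. EMCN, which encodes the sialomucin endomucin, fell by 2.32 (standard error 0.18, adjusted p = 2.35e-05) on the log2 scale and the matrix protein gene MATN2 fell by 1.58 (standard error 0.15, adjusted p = 0.000103). EMCN passed the filter in 3 arrays alone, so it was not tested with a preparation left out. MYLK, the kinase of myosin light chain, fell by 0.49 (adjusted p = 0.000212). Among genes driven by the transcription factor ATF4, the cystine transporter SLC7A11 fell by 1.09 (adjusted p = 5.07e-05), PYCR1 of proline synthesis fell by 0.92 (adjusted p = 6.07e-05) and PHGDH of serine synthesis fell by 0.67 (adjusted p = 1.97e-05). Of 26 ATF4 target genes 13 were lower and none higher (18 with p adjusted over the list alone), with a median of -0.31. For the list, adjusted p = 0.00211 with an estimated correlation. TRIB3, PSAT1, PYCR1, SLC7A11 and WARS of this list are in the study's tables, so their direction is not independent evidence.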

Overall, the magnitude of downregulation was very low. The mRNA concentration of the most downregulated gene *ELTD1 *(EGF, latrophilin and seven transmembrane domain containing 1) was in primed cultures only 2/3^rd ^of that found in the control cells (Table 2). This gene encodes a G-protein coupled receptor with unknown function. 

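ADGRL4 (the study's ELTD1) encodes an adhesion receptor best known from blood vessels. It fell by 1.80 (standard error 0.18, adjusted p = 0.000146) on the log2 scale in primed cells, and the mean log2 value was 5.33 ± 0.38 (SD) in C. and 3.53 ± 0.49 in P. cultures. Its level was 28.6% of that in control cells, and between 26.6 and 32.2% in the 3 preparations. Like EMCN it was not tested with a preparation left out.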

Three other downregulated genes are known to increase "Apoptosis of Cell Lines" (tribbles homolog 3, Ras association domain family 4, and putative lymphocyte G0/G1 switch gene 2; Table 2).

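TRIB3, a pseudokinase induced during stress, fell by 1.07 (standard error 0.09, adjusted p = 2.87e-05) on the log2 scale in primed cells. RASSF4, a Ras-binding protein linked to cell death, fell by 0.98 (standard error 0.12, adjusted p = 0.000854); it did not pass without preparation 3 (adjusted p = 0.0631). G0S2, which inhibits the lipase ATGL, stood at -0.91 (standard error 0.28, adjusted p = 0.112) and passed with only the arrays of the groups compared (adjusted p = 0.0294). Among 18 genes of cell death 4 were higher and none lower, with a median change of 0.004. Adjusted p for this list was 0.0253, and 0.194 with an estimated correlation.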

Only nine genes were found to be differentially expressed relative to the control if the waiting period after the LPS stimulus was extended to 48 h. 

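Chemokine genes had the smallest p of all lists with an estimated correlation in cells primed 48 h before harvest. Of 11 chemokines 5 were higher and none lower, with a median change of 0.42 on the log2 scale (adjusted p = 0.0111 with an estimated correlation). CXCL8 was higher by 2.27 (standard error 0.36, adjusted p = 0.0261), a call lost without preparation 2 (adjusted p = 0.22), without preparation 3 (0.401), with no filter on dim probe sets (0.144) and with only the arrays of the groups compared (0.153). A probe set without a gene name was higher by 3.47 (adjusted p = 4.61e-06). Of the probe sets tested in both experiments, 301 were higher after the short and 71 after the long wait, and 54 were higher in both, where independent sets of these sizes would share 1.58. On the lower side 201 and 34 shared 13, against 0.506. Of the 201 lower after the short wait, 4 were called higher after the long wait. Of the 301 higher ones, 0 were called lower.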

Priming enhanced their expression. Three of those genes were also found to be regulated after the short waiting period. The latter genes encode CCL5, LTF, and transglutaminase 3 (TGM3). 

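CCL5 rose by 5.98 (standard error 0.22, adjusted p = 2.69e-06) on the log2 scale in cells primed 48 h before harvest, which left its priming effect smaller than after the short wait by 2.89 (standard error 0.27, adjusted p = 8.81e-06). LTF, which sequesters iron in milk, was higher by 0.90 (standard error 0.08, adjusted p = 0.00114); this call was lost without preparation 1 (adjusted p = 0.133). Its effect was larger after the short wait by 1.46 (standard error 0.09, adjusted p = 4.94e-08). MUC1 also had a smaller effect after the long wait, with a difference of 1.48 (adjusted p = 4.0e-06).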

The extent of priming-induced upregulation of *CCL5 *and *LTF *expression was weaker in the long waiting experiment (36- and 2-fold, respectively; Additional file 1, Table S1B). However, it was stronger for *TGM3 *(7-fold after long- and 2-fold after short waiting period; Additional file 1, Table S1B). 

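TGM3 encodes a transglutaminase that cross-links proteins in the cornified layer of skin, and it is covered by 2 probe sets. After the long wait the dimmer one rose by 2.76 (standard error 0.24, adjusted p = 0.00131) on the log2 scale and the brighter one by 2.71 (standard error 0.48, adjusted p = 0.0398); the call of the former was lost without preparation 3 (adjusted p = 0.0548), and that of the latter without preparation 1 (adjusted p = 0.182), without preparation 2 (0.141), without preparation 3 (0.412), with no filter on dim probe sets (0.184) and with only the arrays of the groups compared (0.139). After the short wait they rose by 1.63 (adjusted p = 5.75e-06) and 1.17 (adjusted p = 2.87e-05), the latter not passing with all 24 arrays in one fit (adjusted p = 0.137). The effects after the 2 waits differed by -1.13 (adjusted p = 0.089) and -1.54 (adjusted p = 0.364), neither of which passed. The level in control cells, 7.46 ± 0.11 (SD) on the dimmer probe set in the short experiment, was 3.72 ± 0.49 in the long one.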

The mRNAs encoding interleukin IL-6 and the chemokine CXCL6 were upregulated by priming only after the long waiting period (6- and 4-fold; Additional file 1, Table S1B).

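IL6, a cytokine that drives the acute phase response, rose by 2.46 (standard error 0.20, adjusted p = 0.000672) on the log2 scale in cells primed 48 h before harvest; the call was lost without preparation 3 (adjusted p = 0.0704). After the short wait it stood at 0.09 (standard error 0.09, adjusted p = 0.665), and the effects of priming differed by -2.37 (standard error 0.22, adjusted p = 8.79e-06). Control cells held IL6 at a log2 value of 9.69 ± 0.19 (SD) in the short and 4.09 ± 0.53 in the long experiment. CXCL5 (the study's CXCL6), which recruits neutrophils, rose by 1.95 (standard error 0.19, adjusted p = 0.00204) after the long wait, a call lost without preparation 1 (adjusted p = 0.108) and without preparation 3 (0.0644). It rose by 1.89 (standard error 0.12, adjusted p = 4.2e-06) after the short wait, and its difference between the waits was -0.07 (adjusted p = 0.982).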

### Priming enhanced the *E. coli *mediated induction of immune-protective molecules, but decreased expression of pro-inflammatory and cell death associated factors

We have previously reported that an *E. coli *challenge of naïve pbMEC regulated the expression of > 300 genes [22]. Given this background knowledge, we analyse in this study only the LPS priming-mediated modulation of the *E. coli*-elicited response.

We observed for 226 genes a priming related modulation of their expression subsequent to an *E. coli *challenge (Table 1; columns I.p.P. *vs*. I.). Expression of 38 genes was higher while that of 188 genes was lower than in non-primed but challenged cells (Figure 3A). 

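Guanylate-binding proteins, cell death genes and ATF4 targets were the lists whose fall in primed and challenged cells also passed with an estimated correlation. GBP1 fell by 1.20 (adjusted p = 2.33e-05) and GBP5 fell by 0.55 (adjusted p = 0.000347) on the log2 scale. Among ATF4 targets SLC7A11 fell by 1.15 (adjusted p = 5.06e-05) and PHGDH fell by 0.60 (adjusted p = 5.24e-05). Of the 26 genes 12 were lower and none higher, with a median of -0.254 (adjusted p = 0.00497 with an estimated correlation). With priming alone the median of these 26 genes was -0.308. As a list, their change after the challenge was not called different in primed against naïve cells by camera (median 0.07, adjusted p = 0.24). Of 39 interferon response genes 30 were lower and 1, IFI27, was higher, with a median of -0.83; adjusted p was 1.48e-33, and 0.0815 with an estimated correlation. The ubiquitin ligase TRIM21 fell by 1.22 (adjusted p = 7.94e-06) and the antiviral gene IFIT5 fell by 1.00 (adjusted p = 3.57e-05). NLRC5, which switches on MHC class I genes, fell by 1.46 (adjusted p = 5.57e-05) and the peptide transporter TAP1 fell by 0.54 (adjusted p = 0.00053). CCL20, which attracts dendritic cells, fell by 0.93 (adjusted p = 0.000536), while LTF rose by 0.48 (adjusted p = 8.11e-05) and the basal keratin KRT14 by 0.29 (adjusted p = 0.00102). Of 24 lists, 14 passed (2 higher and 12 lower), and 3 of these held with an estimated correlation. Fibroblast markers were among the lower ones (3 of 15 genes, median -0.184, adjusted p = 1.11e-05, and 0.0964 with an estimated correlation). Luminal markers did not pass (2 of 7 genes lower, adjusted p = 0.0621).

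**Figure D2:**
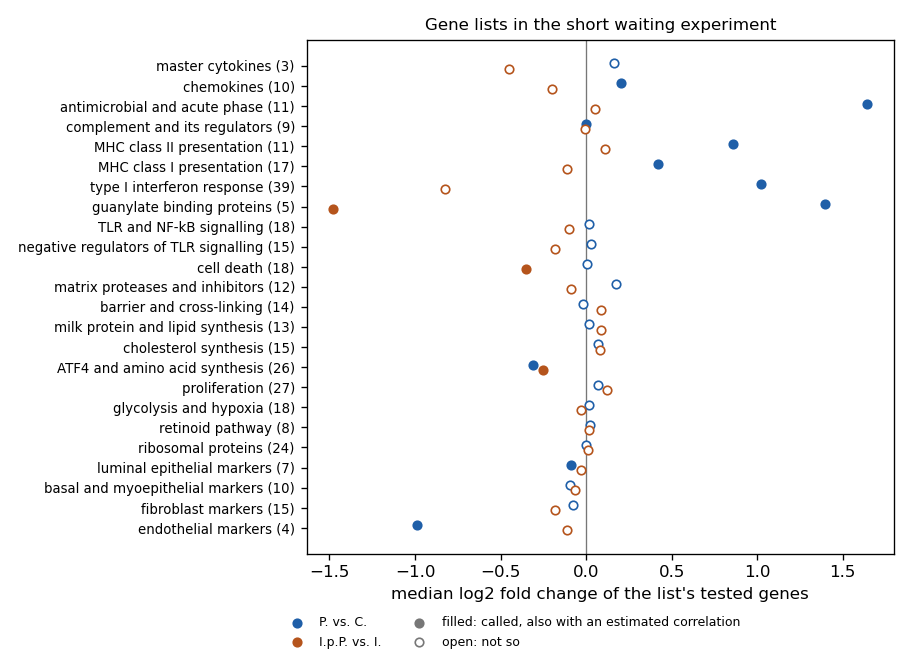
Median log2 change of each gene list in the short waiting experiment, P. minus C. in blue and I.p.P. minus I. in orange, with the number of genes tested in brackets. Filled symbols mark lists that also passed with an estimated correlation. Of the 4 endothelial markers 2 exceeded the filter in 3 arrays alone. Genes of several lists had been seen in the study's tables.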

We first quantitatively differentiate the impact of the LPS priming upon their subsequent regulation by the *E. coli *challenge. The biological functions of the factors encoded by the DEG were determined using the Ingenuity software. In a second step we identified the molecular relationships of all 226 DEG by an IPA network analysis.

**Figure 3:**
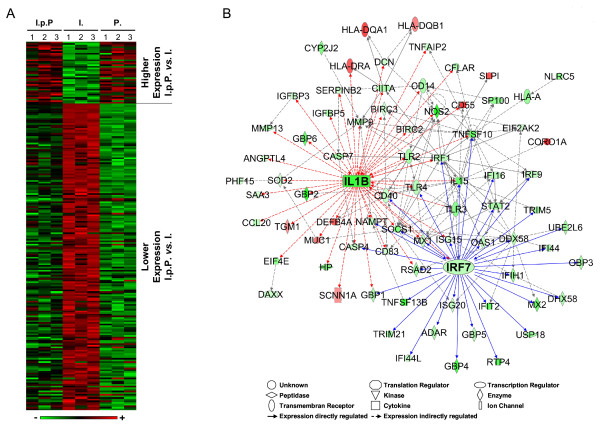
**Overview of differentially expressed genes in primed and challenged pbMEC (I.p.P.) compared to naïve cells challenged with the same *E. coli *stimuli (I.)**. **A: **Hierarchical clustering of the 226 DEGs comparing primed and challenged cells to naïve challenged pbMEC. The heat map represents the expression level of each DEG in the three different pbMEC preparations (1, 2, 3) as determined in the three challenge groups (I.p.P., I., and P.). Data were sorted according to the extent of the differential expression between I.p.P. *vs*. I. The heatmap is based on the log(2) fold changes between the 3 treatment groups relative to the respective un-stimulated control cells (Additional file 2, Table S2A). The rows of the matrix were normalized to have the values 0 as a mean, and 1 as associated variance. Red indicates high and green low expression. **B: **IPA network analysis of the regulatory relationship of DEGs between the treatment groups I.p.P. (induction post priming) *vs *I. (challenge of naïve cells). Red, higher expression in I.p.P.; green, lower expression in I.p.P. IL-1B is known to regulate the expression of 44 genes (red arrows). The transcription factor IRF7 is known to regulate the expression of 34 genes (blue arrows).

The LPS priming mediated quantitative modulation of mRNA levels eventually affects all different regulatory levels controlling mRNA abundance. Accordingly, we sort the genes into six different regulatory groups.

#### Priming enhanced expression after *E. coli *challenge

We first consider those 38 genes revealing increased mRNA abundance after an *E. coli *challenge compared to non-primed cells.

##### Group1: Priming enhanced induction after an *E. coli *challenge

Sixteen of these 38 genes revealed higher mRNA concentrations than observed in unstimulated control cells (Additional file 2, Table S2A, highlighted in red). Most of them (11 genes) were already induced by priming only (Figure 3A; Table 3 compare columns I.p.P./C. *vs*. P./C.; Additional file 2, Table S2A). 

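The genes that stood above control and above the naïve response in primed and challenged cells include defence and barrier genes such as MUC1, LAP, SLPI and TGM3, together with MHC class II genes. Of these 16 genes 15 were tested, and 14 passed for I.p.P. against I., the exception being LAP (1.085, adjusted p = 0.0722). Over the 16 genes the differences lay between 0.592 and 1.47 on the log2 scale, with a median of 0.972. Priming alone changed 13 of the 16 more than 1.5-fold upward, and 12 of the 15 tested were called higher. The median change was 1.16 with priming alone, 0.772 with E. coli alone and 1.64 with both. The change after the challenge was smaller in primed than in naïve cells for 4 of the 15 by limma, BOLA-DRA, MUC1 and LAP among them.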

Examples include *CORO1A *(coronin, actin binding protein, 1A), *CD55 *(decay accelerating factor for complement; also known as DAF), *SLPI *(secretory leukocyte peptidase inhibitor), and all three MHC II-encoding factors (orthologs of the human factors HLA-DRA, HLA-DQA1, HLA-DQB1). The *E. coli *stimulus did not increase their mRNA abundance any further. However, it did increase the mRNA concentration of the bactericidal β-defensins (*DEFB4*, human ortholog of the bovine β-defensins, notably the lingual antimicrobial peptide [*LAP*]) and those membrane protection factors *TGM3 *(transglutaminase 3) and *MUC1 *(mucin 1) above their already priming-induced increased levels. 

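SLPI, an inhibitor of neutrophil elastase, stood at 0.33 (standard error 0.29, adjusted p = 0.468) on the log2 scale when I.p.P. was compared with P. cultures. The class II genes BOLA-DRA and BOLA-DQA2 stood at -0.14 (adjusted p = 0.492) and -0.02 (adjusted p = 0.941), the actin-binding coronin CORO1A at -0.02 (adjusted p = 0.974) and CD55, which protects cells from complement, at -0.09 (adjusted p = 0.835); none passed. Against naïve challenged cells BOLA-DRA rose by 1.07 (standard error 0.13, adjusted p = 0.00062) and BOLA-DQA2 by 1.22 (standard error 0.14, adjusted p = 0.000326). CORO1A rose by 1.47 (adjusted p = 0.00395), a call lost without preparation 2 (adjusted p = 0.0752), without preparation 3 (0.0929) and with no filter on dim probe sets (0.0519). CD55 rose by 1.35 (adjusted p = 0.00692), a call lost without preparation 2 (adjusted p = 0.0903), without preparation 3 (0.158), with no filter on dim probe sets (0.0722) and with only the arrays of the groups compared (0.0562). SLPI rose by 1.14 (adjusted p = 0.0402), a call lost without preparation 1 (adjusted p = 0.178), without preparation 3 (0.206) and with no filter on dim probe sets (0.21). With priming alone SLPI rose by 2.01 (adjusted p = 0.00252), not passing without preparation 3 (adjusted p = 0.0657), with no filter on dim probe sets (0.0629) and with only the arrays of the groups compared (0.0934). CORO1A and CD55 stood at 0.69 (adjusted p = 0.164) and 0.81 (adjusted p = 0.106). A difference that does not pass with 3 preparations does not show equal levels.

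**Figure D3:**
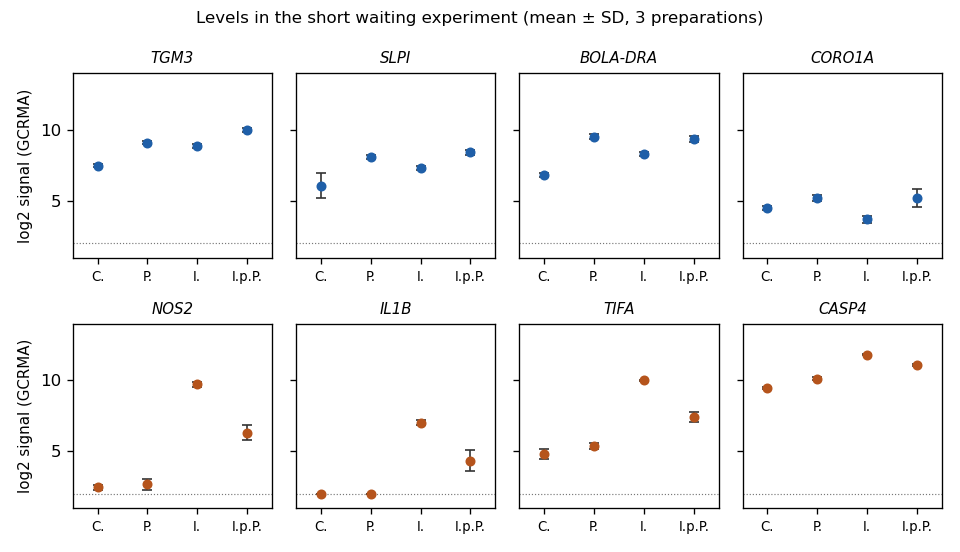
Mean log2 value (bars show the SD) in C., P., I. and I.p.P. cultures of the short waiting experiment, for genes higher (blue) or lower (orange) in I.p.P. than in I. cultures. The dotted line is the lowest value on the arrays.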

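LAP, a defensin of bovine epithelia, lay near the lowest array value in control cells (2.67), so the size of its rise is not exact. With priming alone LAP rose by 4.56 (standard error 0.32, adjusted p = 1.46e-05) on the log2 scale, and by 3.07 by RT-qPCR. It then stood at 1.00 (standard error 0.32, adjusted p = 0.0572) in I.p.P. against P. cultures, which passed without preparation 1 (adjusted p = 0.0221), with only the arrays of the groups compared (0.0148), without the block for preparation (0.0339), after quantile normalization (0.0388), with all 24 arrays in one fit (0.0346) and with the filter at a log2 value of 6 (0.0342). Against naïve challenged cells LAP stood at 1.08 (standard error 0.32, adjusted p = 0.0722) and passed without preparation 1 (adjusted p = 0.0117), with only the arrays of the groups compared (0.0431), without the block for preparation (0.0406), with all 24 arrays in one fit (0.0414) and with the filter at a log2 value of 6 (0.0412). TGM3 rose from P. to I.p.P. by 0.88 (standard error 0.10, adjusted p = 0.000256) on the dimmer of its probe sets, and by 0.98 (adjusted p = 5.09e-05) on the brighter one, a call lost with all 24 arrays in one fit (adjusted p = 0.109). MUC1, a mucin that shields the cell surface, rose by 1.08 (standard error 0.07, adjusted p = 4.48e-06). Compared with naïve challenged cells TGM3 rose by 1.13 (adjusted p = 0.000101) on the dimmer probe set and MUC1 by 0.87 (adjusted p = 5.57e-05).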

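CORO1A, which organizes cortical actin, fell by 0.80 (standard error 0.24, adjusted p = 0.0248) on the log2 scale when E. coli met naïve cells; the call was lost without preparation 2 (adjusted p = 0.103), without preparation 3 (0.0827) and with no filter on dim probe sets (0.116). CD55, an accelerator of complement decay, stood at -0.64 (standard error 0.24, adjusted p = 0.0626) and passed without preparation 1 (adjusted p = 0.00484). The change after the challenge was greater in primed than in naïve cells by 0.79 (adjusted p = 0.326) for CORO1A and 0.55 (adjusted p = 0.529) for CD55, neither of which passed. Of the 16 genes above control in I.p.P. cultures, these are the 2 with lower values in I. than in C. cultures by more than 1.5-fold.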

Interestingly, mRNA levels of two genes with an enhanced expression in primed and *E. coli *challenged cells (*CORO1A, CD55*) were decreased by an *E. coli *challenge of non-primed cells.

**Table 3:** Priming-related modulation of gene expression subsequent to an *E. coli *challenge after a short waiting period

Symbol	Entrez Gene Name	Mean ratio	Mean ratio compared to un-stimulated control (C.)			Expression regulated by****			
		**I.p.P/I**.	I.p.P./C.	I./C.	P./C.	IL1	TNF	IL6	IRF7
**Priming provokes a higher the expression level after an *E. coli *challenge of:**									
CORO1A*	coronin, actin binding protein, 1A	2.8**	2***	*-2*	*2*				
**CD55**	CD55 molecule, decay accelerating factor for complement	**2.6**	*2*	*-2*	*2*	x	x		
**HLA-DQA1**	major histocompatibility complex, class II, DQ alpha 1	**2.3**	*4*	*2*	*4*			x	
TGM3	transglutaminase 3	**2.3**	**4**	*2*	**2**				
**SLPI**	secretory leukocyte peptidase inhibitor	**2.2**	*5*	*2*	*4*		x		
LY6G6E	lymphocyte antigen 6 complex, locus G6E	**2.2**	*2*	NC	*2*				
CYP26A1	cytochrome P450, family 26, subfamily A, polypeptide 1	**2.1**	NC	*-2*	*2*				
**DEFB4A**	defensin, beta 4A	**2.1**	*47*	*22*	*24*	x	x		
**HLA-DRA**	major histocompatibility complex, class II, DR alpha	**2.1**	*6*	*3*	**6**	x			
ATP6V0A4	ATPase, H+ transporting, lysosomal V0 subunit a4	**2.0**	NC	*-2*	NC				
**Priming provokes a lower expression level after an *E. coli *challenge of:**									
**NOS2**	nitric oxide synthase 2, inducible	**-10.7**	*14*	**154**	NC	x	x	x	
**GBP2**	guanylate binding protein 2, interferon-inducible	**-8.1**	**36**	**287**	*10*	x	x	x	
APOL3	apolipoprotein L, 3	**-7.9**	*4*	**30**	NC				
**IL1B**	interleukin 1, beta	**-6.4**	*5*	**32**	NC	x	x		
TIFA	TRAF-interacting protein with forkhead-associated domain	**-6.0**	*6*	**36**	NC				
**TNFSF13B**	tumor necrosis factor (ligand) superfamily, member 13b	**-5.8**	*15*	**89**	NC		x		x
TMEM140	transmembrane protein 140	**-5.8**	*2*	**11**	NC				
**GBP4**	guanylate binding protein 4	**-5.8**	NC	**6**	NC		x		x
LMO2	LIM domain only 2 (rhombotin-like 1)	**-5.3**	NC	**5**	NC				
**RTP4**	receptor (chemosensory) transporter protein 4	**-4.7**	*15*	**72**	*4*				x

* bold letters, part of a network connected by the IPA relationship "Expression" (Fig 3B)

** bold numbers, fc > 1.5, p < 0.005

*** italic number, fc > 1.5, p > 0.005

NC, No change fc < 1.5

**** Expression of the respective gene is known to be regulated by IL1, TNF, IL6, and/or IRF7 (based on Ingenuity Knowledge Database).

##### Group 2: Priming prevented pathogen mediated downregulation

Eighteen genes revealed significantly higher mRNA concentrations in primed and *E. coli *challenged (I.p.P.) than in non-primed challenged cells (I.) although their mRNA concentrations were not changed compared to the unstimulated controls (Table 3; Additional file 2, Table S2A, highlighted in grey). This indicates that priming prevented their downregulation in response to an *E. coli *challenge. 

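Genes that E. coli lowered in naïve cells, such as the epithelial sodium channel subunit SCNN1A and POLRMT, the RNA polymerase of mitochondria, stood near control levels in primed and challenged cells. In I.p.P. against C. cultures SCNN1A was at 0.04, adjusted p = 0.778 and POLRMT at -0.17, adjusted p = 0.547 on the log2 scale. Of the 18 genes of this kind 17 were tested; 13 were called lower and none higher with E. coli alone, and 14 passed as higher in I.p.P. than in I. cultures. The median change was -0.683 with E. coli alone, 0.276 with priming alone and -0.016 with both. In I.p.P. against C. cultures 2 of the 17 passed by limma. The change after the challenge differed between primed and naïve cells for 0 of the 17 by limma, which does not show equal responses. The paper reasons from the levels in I.p.P. cultures that priming prevented a fall.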

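SCNN1A, a subunit of the epithelial sodium channel, fell by 0.68 (standard error 0.09, adjusted p = 0.000189) on the log2 scale with E. coli alone, and was higher by 0.72 (standard error 0.09, adjusted p = 0.000521) in I.p.P. than in I. cultures. SLC34A2, the phosphate transporter of the mammary gland, was higher by 0.73 (standard error 0.17, adjusted p = 0.0269), a call lost without preparation 1 (adjusted p = 0.129), without preparation 2 (0.142), without preparation 3 (0.124), with no filter on dim probe sets (0.121), with only the arrays of the groups compared (0.0593), without the block for preparation (0.0578) and with all 24 arrays in one fit (0.157). ATP6V0A4, a subunit of the proton pump, has 2 probe sets in Table S2A, and they disagree: one was higher in I.p.P. than in I. cultures by 1.02 (adjusted p = 0.000234), whereas the other was lower (-1.52, adjusted p = 0.000437). CRCP, a subunit of RNA polymerase III, stood at 0.66 (standard error 0.23, adjusted p = 0.125) and passed with only the arrays of the groups compared (adjusted p = 0.0442). POLRMT stood at 0.62 (standard error 0.19, adjusted p = 0.0771) and did not pass.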

The identification of their associated biological functions by IPA analysis revealed that three of those factors are associated with "Molecular Transport" (solute carrier family 34, member 2, ATPase, H+ transporting, lysosomal V0 subunit a isoform 4, and sodium channel, nonvoltage-gated 1 alpha; *p *= 6.29 × 10^-3^) and two factors are involved in "Pyrimidine" as well as "Purine Metabolism" (*CRCP*, Calcitonin gene-related peptide receptor component and *POLRMT*, polymerase [RNA] mitochondrial [DNA directed]).

##### Group 3: Priming reduced pathogen mediated downregulation

The mRNA abundances of four genes were higher in primed and challenged cells compared to non-primed challenged cells because their *E. coli *induced downregulation was diminished by priming (Additional file 2, Table S2A, highlighted in green). These encode the transcription factor CP2-like 1, the heat shock protein HSPB6, the ribosomal modification protein RIMKLB, and the sclerostin domain containing 1. 

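SOSTDC1, a secreted antagonist of BMP and Wnt signals, fell by 1.91 (standard error 0.26, adjusted p = 0.000237) on the log2 scale with E. coli alone; in I.p.P. against I. cultures it stood at 0.59 (standard error 0.26, adjusted p = 0.203) and did not pass. TFCP2L1, a transcription factor of ductal epithelium, fell by 1.50 (adjusted p = 1.14e-05) and was then higher by 0.75 (adjusted p = 0.0069), not passing without preparation 1 (adjusted p = 0.058), without preparation 3 (0.129), with no filter on dim probe sets (0.0507) and with only the arrays of the groups compared (0.0761). All 4 genes of this kind were called lower with E. coli alone, and 3 passed in the comparison of I.p.P. with I. cultures. None of them passed with priming alone, where the median was 0.038, against -1.54 with E. coli alone and -0.863 with both. By limma 0 of these 4 genes differed between primed and naïve cells in the change after the challenge.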

Down regulation of the latter factor in breast ductal epithelial cells is associated with breast cancer [24].

#### Priming provoked a significant lower induction after the *E. coli *challenge

Overall, we found 188 genes with a significantly lower mRNA abundance in response to the *E. coli *stimulus after the short waiting period post-priming.

##### Group 4: Priming prevented pathogen mediated induction

The expression of 30% of the 188 genes with lower mRNA concentration in *E. coli *challenged primed cells compared to non-primed challenged cells (58 genes; Figure 3A; Additional file 2, Table S2A, highlighted in grey) was unchanged compared to the control indicating that priming completely prevented their induction. Fifteen of those genes are associated with the functional category "Inflammatory Disease" (p = 3.71 × 10^-4^) and nine with "Cell Death" (p = 5.7 × 10^-4^). 

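Among the genes within 1.5-fold of control in I.p.P. cultures are a sensor of double-stranded RNA, TLR3, and CIITA, the switch of MHC class II genes. Of these 58 genes (30.9% of the 188) 52 were tested; 48 were called higher and none lower with E. coli alone, and 50 were lower in I.p.P. than in I. cultures. The median change was 1.05 on the log2 scale with E. coli alone, 0.049 with priming alone and 0.272 with both. Between I.p.P. and I. cultures their median difference was -0.804, and the lowest was -2.53. By limma 22 of the 52 were still called different from control in I.p.P. cultures, and 38 passed for the difference between the responses of primed and naïve cells. The paper reasons from the unchanged level that induction had been prevented.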

Prominent members of these categories are interleukin *IL15*, toll-like receptor 3 (*TLR3*), the bovine ortholog of the MHC I factor *HLA-L*, the death-domain associated protein *DAXX*, and the MHC II transactivator *CIITA*.

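TLR3, which senses double-stranded RNA, rose by 1.82 (standard error 0.28, adjusted p = 0.000547) on the log2 scale with E. coli alone (the study's probe set), and was lower in I.p.P. than in I. cultures (-1.56, standard error 0.28, adjusted p = 0.00619); that call was lost without preparation 2 (adjusted p = 0.0568), without preparation 3 (0.144), with no filter on dim probe sets (0.0682) and with only the arrays of the groups compared (0.0557). DAXX, a chaperone in Fas signalling, was lower (-0.71, standard error 0.06, adjusted p = 4.56e-05), and CIITA fell by 1.00 (standard error 0.15, adjusted p = 0.00255), the latter not passing without preparation 3 (adjusted p = 0.0502). IL15, which sustains natural killer cells, was too dim for the test; its mean log2 value was 4.43 ± 0.63 (SD) in I. and 2.39 ± 0.28 in I.p.P. cultures. HLA-L was also below the filter, at 3.62 ± 0.13 and 2.91 ± 0.06.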

##### Group 5: Priming reduced the pathogen mediated induction

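Genes with a strong answer to E. coli, such as GBP2, RSAD2, TIFA and NOS2, often kept part of that answer in primed cells. Their 106 members make up 56.4% of the 188 genes, and 105 of them were tested. All 105 were called higher with E. coli alone, and 95 of them were lower in I.p.P. than in I. cultures. The median change was 2.67 with E. coli alone and 1.59 with both stimuli, on the log2 scale, and 0.548 with priming alone. Priming alone raised 51 of them and lowered 1. The change from before to after the challenge was smaller in primed than in naïve cells for 98 of the 105 by limma.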

The induction of 106 genes was reduced but not abolished by priming (Additional file 2, Table S2A, highlighted in red). Twenty eight of those genes are associated with the IPA category "Cell Death" forming the category with the highest statistical significance (p = 4.56 × 10^-8^). This category comprises molecules acting downstream of the death receptors (*e.g*. the caspases *CASP4 *and *CASP7*, the CASP8, FADD-like apoptosis regulator *CFLAR*, and the baculoviral IAP repeat-containing factors *BIRC2 *and *BIRC3*). 

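Genes of cell death and of its inhibitors were among those lower in primed and challenged cells. CASP4, which senses bacterial LPS in the cytosol, was lower on the log2 scale (-0.71, standard error 0.06, adjusted p = 4.95e-05). CFLAR, which blocks caspase 8, was lower (-1.05, adjusted p = 0.000543), as were the apoptosis inhibitor BIRC3 (-0.62, adjusted p = 0.000543) and the study's BIRC2 probe set, also assigned to BIRC3 (-0.62, adjusted p = 0.000159). Of 18 cell death genes 10 were lower and none higher (11 with p adjusted over the list alone), with a median of -0.35 (adjusted p = 0.00977 with an estimated correlation). The change after the challenge was smaller in primed cells for 8 of them, CASP4 (-1.39, adjusted p = 3.2e-06) and DAXX (-0.82, adjusted p = 9.63e-05) included. CASP4, CFLAR, BIRC2 and BIRC3 are the study's own choice.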

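NOS2, whose product makes bactericidal nitric oxide, rose by 7.27 (standard error 0.26, adjusted p = 5.55e-09) on the log2 scale in naïve cells given E. coli. Its control level of 2.47 was near the lowest array value, so the size of this rise is not exact. NOS2 was lower in I.p.P. than in I. cultures (-3.42, standard error 0.26, adjusted p = 3.57e-05), with mean log2 values of 6.32 ± 0.51 (SD) and 9.74 ± 0.17. The cytokine IL1B (the study's probe set) was lower (-2.67, standard error 0.27, adjusted p = 0.00017); its other probe set was lower (-1.23, adjusted p = 0.00149), which was lost without preparation 1 (adjusted p = 0.0664). TNFSF13B, a survival factor of B cells, was lower (-2.54, standard error 0.22, adjusted p = 7.04e-05), and so was TRAIL, the trigger of apoptosis encoded by TNFSF10 (-2.08, standard error 0.13, adjusted p = 1.1e-05), the latter call being lost with all 24 arrays in one fit (adjusted p = 0.183). The change after the challenge was smaller in primed than in naïve cells, with differences of -3.64 (adjusted p = 0.000125) for NOS2 and -2.83 (adjusted p = 0.000235) for TNFSF13B.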

The inducible nitric oxide synthase *NOS2 *belongs to this group, representing a candidate gene for bactericidal functions, but also the similarly regulated genes encoding the pro-inflammatory cytokine IL-1B and encoding the cytokines of the TNF-ligand family (TNFSF13B and TNFSF10). LPS priming-mediated attenuation of their pathogen-mediated induction suggests a general dampening of the inflammatory response. 

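TIFA, an adapter that links receptor signals to TRAF proteins and NF-κB, rose by 5.18 (standard error 0.18, adjusted p = 3.92e-09) on the log2 scale in naïve cells given E. coli. It was lower in I.p.P. than in I. cultures (-2.58, standard error 0.18, adjusted p = 2.03e-05), where its mean log2 values were 7.43 ± 0.37 (SD) and 10.01 ± 0.03. The change after the challenge was smaller in primed cells, with a difference of -3.12 (standard error 0.25, adjusted p = 2.77e-05). Priming alone left TIFA at 0.54 (adjusted p = 0.139).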

Augmenting this we note that the level of the mRNA encoding the TRAF interacting protein with fork-head-associated domain (TIFA) is also greatly reduced. This factor is an adaptor to the TNF receptor associated factor 6 (TRAF6) as well as to the IL-1 receptor-associated kinase 1 (IRAK1), both known as crucial mediators of TLR-receptor driven NF-κB activation [25]. Thus, LPS priming dampens the pathogen-mediated activation of this signalling cascade known as a key regulator of inflammation.

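Genes of the TLR and NF-κB pathway changed in part only in primed and challenged cells, while the answer to E. coli was smaller after priming for many probe sets. TLR4, the receptor of LPS, changed less after the challenge in primed than in naïve cells, with a difference of -1.54 (adjusted p = 0.000526) on the log2 scale. NFKBIZ, an inducible partner of NF-κB kept in the list of negative regulators, was lower in I.p.P. than in I. cultures (-0.52, adjusted p = 0.000392). Of 18 pathway genes 5 were lower and none higher, with a median of -0.10; adjusted p was 0.000395, and 0.141 with an estimated correlation. In a direct test of whether the change after the challenge differs, 457 of 13622 probe sets passed by limma, 48 with a higher and 409 with a lower value in primed cells (220, 252 or 241 without preparation 1, 2 or 3). CCL5 (-9.06, adjusted p = 8.99e-10), SAA3 (-7.78, adjusted p = 1.61e-09) and RTP4 (-5.34, adjusted p = 1.52e-07, and -4.38 on the probe set of Table S2A) were among the lowest, and 191 of the 409 were already higher in P. than in C. cultures. In 301 of the 409 the final level in I.p.P. was also called lower than in I. cultures. In 75 of the 409 P. was called higher than C., while I.p.P. and I. cultures were not called different. The final level of CCL5 differed by only -0.19 between I.p.P. and I. cultures, and that of SAA3 by -0.59. All 39 interferon response genes changed less in primed cells (adjusted p = 0.00853 with an estimated correlation), and 7 of 10 chemokines did (0.00574). From the lower TIFA level, next to those of NOS2, IL1B and cytokines of the TNF ligand family, the paper concludes that priming dampens this cascade.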

##### Group 6: Priming enhanced pathogen mediated downregulation

Priming prior to the *E. coli *stimulation enforced the downregulation of 24 genes (Additional file 2, Table S2A, highlighted in green). Seven of them are associated with the IPA category "Cell Death" (p = 1.82 × 10^-3^), including epidermal arachidonate lipoxygenase *ALOX12*, the insulin-like growth factor binding protein *IGFBP5*, and the pseudokinase *TRIB3*. 

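TRIB3, which binds and restrains AKT, was lower on the log2 scale in I.p.P. than in I. cultures (-0.60, standard error 0.09, adjusted p = 0.00146), a call lost without preparation 1 (adjusted p = 0.0635) and without preparation 3 (0.0739). IGFBP5, which binds insulin-like growth factors during involution of the gland, was lower (-1.04, standard error 0.19, adjusted p = 0.00776), a call lost without preparation 1 (adjusted p = 0.0595), without preparation 3 (0.118) and with no filter on dim probe sets (0.0668). ALOX12 (ALOX12E on the platform) was too dim for the test, at 4.04 ± 0.13 (SD) in I. and 2.91 ± 0.25 in I.p.P. cultures. Of the 24 genes below control after priming and challenge 22 were tested; 19 were lower in I.p.P. than in I. cultures, 15 were lower with E. coli alone and 13 with priming alone. Their median change was -0.436 with E. coli alone, -0.79 with priming alone and -1.28 with both. In the change after the challenge 0 of the 22 differed between primed and naïve cells by limma.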

The latter factor may promote cell death but is also known to inhibit lipid metabolism and insulin-mediated activation of the protein kinase AKT.

#### *E. coli *challenge after long time priming

Challenging the cells 42 h after the LPS priming with *E. coli *greatly reduced the LPS effect upon the pathogen response. 

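The effect of priming on the response to E. coli was larger after the short wait for the adapter TIFA, with a difference of -2.60 (standard error 0.31, adjusted p = 0.00023) on the log2 scale. The difference was -2.32 (adjusted p = 2.54e-05) for GBP4 (the study's probe set). PHGDH (-1.16, adjusted p = 0.000139) and PSAT1 (-0.83, adjusted p = 0.000139) of serine synthesis also had a lower value after the short than after the long wait. All 5 guanylate-binding proteins differed (adjusted p = 0.00314 with an estimated correlation) and 4 of the cell death genes (0.00314). In all 244 of 13949 probe sets passed by limma, 69 higher and 175 lower after the short wait, and 15, 55 or 215 did so without preparation 1, 2 or 3.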

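Proliferation genes came nearest to a common difference between I.p.P. and I. cultures after the long wait. BIRC5, which guards chromosome segregation, stood at 0.47 (adjusted p = 0.0727) and the thymidine kinase TK1 at 0.35 (adjusted p = 0.0727) on the log2 scale. Both passed with all 24 arrays in one fit (adjusted p = 0.00337 and 0.00427). None of the proliferation genes was called alone, but 16 were with p adjusted over the list; their median was 0.30 and adjusted p was 8.47e-13, or 0.558 with an estimated correlation. Ribosomal protein genes had a median of 0.089 and ATF4 targets of 0.30; neither held with an estimated correlation (adjusted p = 0.734 for each). These 3 of 23 lists passed, none of them with an estimated correlation.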

We found only six genes significantly differentially expressed between the induction post priming and the induction without priming (Table 1; Additional file 2, Table S2B). Two genes revealed a higher and four a lower expression. Their relevance for immune functions has not been reported.

### Identification of central factors regulating the different response to *E. coli *after priming

The expression related interdependence of those 226 priming mediated DEGs was analysed with the IPA software in order to uncover regulatory key factors. A network emerged comprising 78 of those DEGs. It is associated with the IPA functions "Inflammatory Response", "Antimicrobial Response", and "Inflammatory Disease" (Figure 3B). The central node molecules in this network are the cytokine IL-1B and the transcription factor interferon regulatory factor 7 (IRF7). IL-1B is known as a central regulator of immune response and the IPA data base indicates that it may affect the expression of 44 from among our 226 DEGs, including IRF7. This factor is activated through the TRIF-factor dependent downstream signalling of TLR4 and of the endosomal TLR receptors (TLR3, 7, 8, 9) [26]. IRF7 is known to directly influence the expression of 34 DEGs. Other factors occupying node positions in this network are known as DEAD (Asp-Glu-Ala-Asp) box polypeptide 58 (DDX58; linked to 14 downstream factors), IRF1 (linked to 13 downstream factors), and TNFSF10 (linked to 12 downstream factors). 

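IRF7, which switches on interferon genes, was lower on the log2 scale in I.p.P. than in I. cultures (-0.94, standard error 0.15, adjusted p = 0.00302); the call was lost without preparation 1 (adjusted p = 0.0603). DDX58 (RIG-I), a sensor of viral RNA, was lower (-1.04, standard error 0.16, adjusted p = 0.00301), a call lost without preparation 1 (adjusted p = 0.0636), without preparation 3 (0.0798) and with no filter on dim probe sets (0.0526). With priming alone DDX58 rose by 1.59 (adjusted p = 0.000173), while IRF7 stood at 0.36 (adjusted p = 0.233). IRF1, which acts on many interferon-stimulated promoters, was too dim for the test, at 3.76 ± 0.29 (SD) in I. and 2.89 ± 0.32 in I.p.P. cultures.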

The expression levels of all these factors were reduced by the LPS priming prior to the pathogen challenge.

### Validation of the induction post-priming experiment by RT-qPCR

Our microarray analysis had shown that priming prior to a pathogen challenge enhances the expression of bactericidal and immune-protective factors while attenuating cytokine and chemokine expression. We used RT-qPCR to validate from the same RNA samples as used for the microarray analysis the differential expression of representative candidate genes (Figure 4; Additional file 3, Table S3 and Additional file 4, Table S4). We included some other key immune regulatory factors (*TNF-α, IL6, CXCL8 *[also known as *IL8*]) factors revealing a statistically insignificant modulation in the microarray experiments under the stringent conditions applied to that analysis. 

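The RT-qPCR genes cover cytokines (IL1B, TNF, IL6, IL15), chemokines (CCL5, CXCL8), antiviral genes (MX2, RTP4) and defence or protection genes (NOS2, LAP, SLPI, TGM3, SAA3, LTF). Across these 14 genes the log2 changes on the arrays and by RT-qPCR correlated at 0.898 (Pearson, permutation p = 0.0001) and 0.871 (Spearman, permutation p = 5.0e-05) for P. against C. cultures. For I.p.P. against I. cultures the values were 0.928 (permutation p = 1.0e-05) and 0.947 (permutation p = 1.0e-05, the smallest possible with 100000 permutations), and for I. against C. cultures 0.657 (permutation p = 0.0133) and 0.578 (permutation p = 0.0329). The last 2 did not pass without the 2 genes farthest from the median of RT-qPCR (0.496, permutation p = 0.103, and 0.469, permutation p = 0.129), nor did the Spearman value without preparation 3 (0.516, permutation p = 0.0618). The genes are not independent replicates. TNF lay at the lowest array value in control cells, and its rise with E. coli was 0.49 on the arrays but 6.61 by RT-qPCR. Within single genes, over the 12 cultures of the short experiment, the mean Spearman correlation was 0.891 (SD 0.069), from 0.741 for TNF to 0.979 for MX2.

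**Figure D4:**
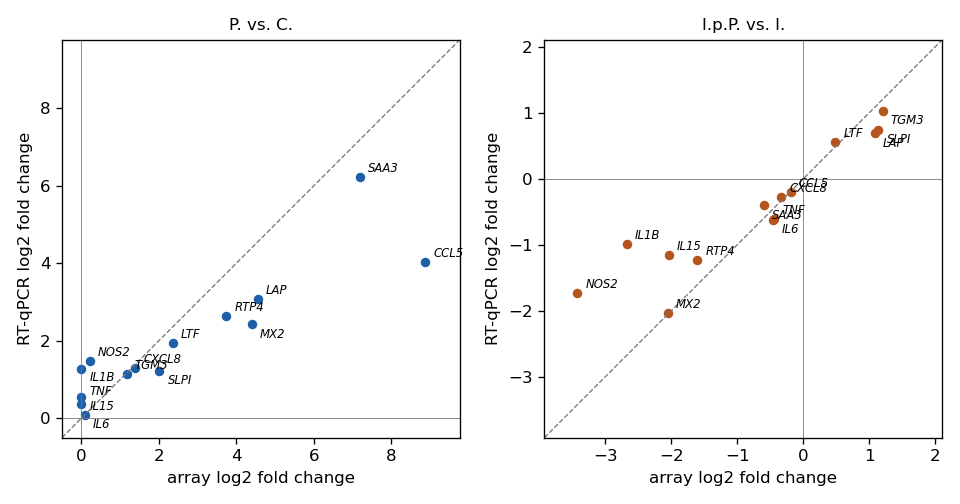
Log2 change on the arrays against that by RT-qPCR for 14 genes, left for P. minus C. and right for I.p.P. minus I. cultures. The dashed line marks equality.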

We found a good correlation (r, 0.91; 14 genes) between changes measured by RT-qPCR and the microarray data (Additional file 5, Table S5). The RT-qPCR data show that priming quenched the pathogen induced expression of the cytokines *IL1B, TNF-α*, and *IL6 *by ~30-50%. 

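IL1B, TNF and IL6 are early cytokines of inflammation, and each was lower by RT-qPCR in I.p.P. than in I. cultures of all 3 preparations. The RT-qPCR level of IL1B was lower by 50.9%, that of TNF by 35.0% and that of IL6 by 34.9%. On the arrays the falls were 84.3% for IL1B, 26.2% for TNF and 26.8% for IL6, with TNF near the lowest array value.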

The mRNA concentrations of these factors are known to eventually peak in MEC within 1 h after an *E. coli *stimulation and are subsequently massively downregulated to lower levels which are sustained from 6 h to 24 h post stimulation [22,27]. Thus, the only moderate modulation after 6 h of pathogen stimulation as observed here is conceivably a conservative estimate of the actual priming-related changes.

**Figure 4:**
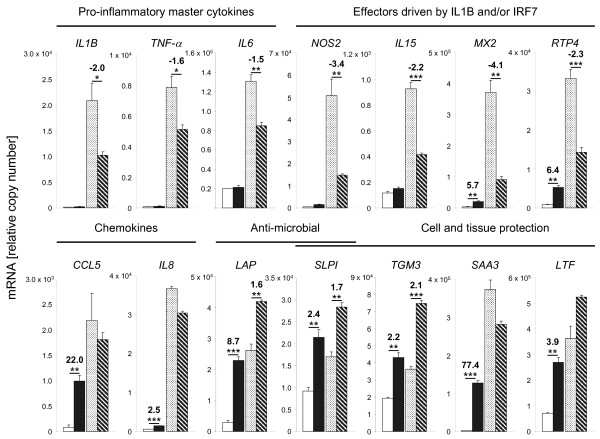
**Quantification of the expression of selected genes by RT-qPCR**. Ordinate, relative copy number (n, 3 each; ± S.E.M.) determined in the short time waiting experiment. Open bars: unstimulated control, filled bars: primed cells, light sanded bars: *E. coli *induction of naïve cells; dark shaded bars: *E. coli *induction of primed cells. Fold changes and significance (* p < 0.1, ** p < 0.05, *** p < 0.01, paired t-test) of the priming-related differential expression are indicated. All individual data are listed in the Additional file 4, Table S4.

IL-1B, TNF-α, and IL-6 are often called "master" cytokines, owing to their secretion and perception by many different cell types and their key role in orchestrating the synthesis of other cytokines and chemokines. TNF-α may eventually influence the expression of 60 of those 226 priming-mediated DEGs while IL-6 might affect the expression of another 27 DEGs (Table 3; Additional file 1, Table S1 and Additional file 2, Table S2). Similarly reduced was the IL-1/IRF7 regulated induction of the factors *NOS2 *(bactericidal and immune regulatory), *IL15, MX2*, and *RTP4*. On the other hand, the RT-qPCR measurements very clearly confirmed that priming alone significantly enhances the expression of the key chemokines (*CCL5, IL8*), of anti-microbial factors (*LAP, SLPI*) and also of molecules which are known to promote cell and tissue protection in the course of an inflammation (*SLPI, TGM3, SAA3, LTF*). 

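NOS2 and the interferon-induced genes MX2 and RTP4 were lower by RT-qPCR in I.p.P. than in I. cultures of all 3 preparations, as was IL15, a cytokine for natural killer cells. The RT-qPCR falls were 70.6% for NOS2, 55.2% for IL15, 75.5% for MX2 and 57.2% for RTP4. The arrays gave 90.7%, 75.7%, 76.0% and 67.1%, the last on the RTP4 probe set of Table S1A, and that of IL15 limited by a level near the lowest array value in I.p.P. cultures.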

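By RT-qPCR priming alone gave SAA3 at 6.24 and CCL5 at 4.04 log2 units above control, as means over the 3 preparations. The defensin LAP was higher by 3.07, the iron binder LTF by 1.95, the neutrophil attractant CXCL8 (IL8) by 1.30, the protease inhibitor SLPI by 1.23 and TGM3 by 1.15. NOS2 was higher by 1.47 and IL1B by 1.26, both near the lowest array value in control cells. The study's Table S3 lists both as not changed by RT-qPCR. The IL1B rise was by far the largest in preparation 2. Its mean of ratios was 3.06, against 2.04 for the ratio of means. The antiviral genes MX2 and RTP4 were higher by 2.43 and 2.65. The array value exceeded that of RT-qPCR most for CCL5. No test was run on these RT-qPCR values alone.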

The priming-mediated enhanced expression of *LAP, SLPI*, and *TGM3 *after pathogen stimulation was also confirmed.

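LAP, SLPI and TGM3, which kill bacteria, inhibit proteases and cross-link proteins, had higher RT-qPCR values in I.p.P. than in I. cultures of all 3 preparations. The differences were 0.69 for LAP, 0.74 for SLPI and 1.03 for TGM3 on the log2 scale. For LTF the RT-qPCR value was 0.56.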

## Discussion

Priming of udders with LPS protects for a limited time against manifestation of experimentally induced mastitis in mid-lactating cows [10,23]. Mild endotoxin stimulation might thus possibly be developed as a means to reduce both, incidence and severity of mastitis in critical periods of the lactation cycle. We have undertaken the current study to learn more about the broader implications of a mild endotoxin pre-stimulation (priming) of primary MEC cultures upon their subsequent reaction towards a challenge with heat inactivated *E. coli *particles. We have previously reported on relevance and some limitations of the MEC model to study mastitis related immune regulations, on the *E. coli *challenge as also applied here and on the general techniques of our microarray analysis [17,18,22,27,28]. We based the current study on using primary MEC cultures from three different cows. Using this small number of biological replica might limit the statistical power. However, we have previously documented that the intra-animal variability of pathogen induced gene expression between those cultures is much less than observed between cows [22]. We discuss our key observations in terms of priming (i) enforced sentinel functions of the MEC, (ii) improved protection against pathogens and tissue damage and (iii) reduced expression of master cytokines and potentially harmful factors limiting the risk of induced immune-pathology.

### Priming enforces sentinel functions of the MEC

A mild LPS priming (1 μg/udder quarter, for 12 h) was found to significantly increase *in vivo *the number of somatic cells in udders [23]. Thus, it was not surprising to find in our *in vitro *pbMEC model that LPS priming enhanced quite strongly the level of mRNAs encoding the chemokines CCL5 (also known as RANTES) and CXCL8. Both factors are known to trigger diapedesis of mononuclear cells, T-cells and macrophages (CCL5 [29]) and polymorph nuclear granulocytes (PMN; CXCL8 [30]) through the endothelia of the blood vessels recruiting them into the inflamed sites. Elevated levels of both factors enhance the abundance of professional sentinel cells (*e.g*. macrophages) in the udder and conceivably improve the competence of the gland to counter act recurrent infections. It is known from macrophages that LPS priming enhances CCL5 expression in response to a second LPS stimulus [11].

In contrast to observations made on endotoxin tolerant macrophages [14,15], we found that priming increased the abundances of a variety of mRNA moieties encoding peptidases for antigen processing (ERAP2, CTTS) and MHC-II factors (bovine orthologs of HLA-DQA1, -DRA, -DQB1) in MEC. While MEC are generally not considered as professional antigen-presenting cells (APCs) it is known that alveolar epithelial cells express MHC-II factors and are relevant APCs in the lung [31]. Thus, enhanced expression of these factors in LPS-primed MEC suggests an improved readiness of the primed cells for antigen presentation and thus improving their sentinel competence.

### Priming improves protection against pathogens and tissue damage

Priming increased the levels of mRNAs encoding the bactericidal β-defensin lingual antimicrobial peptide (LAP). It was shown in macrophages that ET remodels the chromatin at the promoters of such "not LPS tolerant" effector genes of immune defence through differential histone modification making them more quickly responsive to a second stimulus [11]. Epigenetic mechanism might also operate during ET at the *LAP *promoter of the MEC, since mastitis induced expression of the *LAP *gene requires chromatin decompaction at the promoter [32].

Focussing on LAP as an example for a β-defensin encoding gene serves only as a paradigm for the regulation of this class of molecules, which are so abundantly encoded in the bovine genome. More than 100 highly related copies of β-defensin-encoding genes were uncovered in the analysis of the entire bovine genome [33]. The infection induced expression of *LAP *and other β-defensins in the udder has previously been reported [18,19,34]. The wealth of these β-defensin-encoding genes could not be analysed with the tools applied in this study, but LPS priming-enhanced abundance of the LAP-encoding RNA might be indicative for the regulation of other members of this gene family. Hence, LPS priming supports protection against colonization of the udder by bacterial pathogens. This was indeed found to be the case *in vivo *[10,23].

Priming increased also the mRNA level of the defensin like factor secretory leukocyte peptidase inhibitor (SLPI), known as contributing to the defence against bacteria, fungi and retroviruses in epithelial tissues [35]. This multifunctional serine protease inhibitor protects epithelial tissue during inflammation from the attack by endogenous proteolytic enzymes. Moreover, SLPI is known to bind and synergize with proepithelin. This growth factor promotes proliferation of epithelial cells and suppresses activation of neutrophils. SLPI abrogates proteolytic cleavage of proepithelin into the inflammation sustaining factor epithelin [36]. Lactotransferrin (LTF) is another multifunctional factor revealing LPS priming-related upregulated mRNA levels. This factor has bacteriostatic, bactericidal and some immune modulating properties, but also the capability to bind LPS (reviewed in [37]). It was shown that LTF pre-treatment protects mice from pathophysiological effects of LPS and enhances the survival after an LPS injection [38]. Priming enhanced the levels of the mRNA encoding the complement factor CFB. This protein activates the alternative complement pathway thereby strengthening unspecific immune defence mechanisms. Expression of this factor in the udder is also strongly induced during *E. coli*-elicited mastitis [17].

Priming increased the mRNA abundances of several factors protecting against membrane damage associated with the so called "bystander killing" effect of activated immune defence. These include the decay accelerating factor for complement CD55 (also known as DAF) protecting membranes of the host cells against misguided attacks through complement factors and also the glycoprotein mucin 1 (MUC1). This mucin is a key component of the apical (luminal) membrane of the MEC [39] forming a physical barrier against microbial attacks [40]. Increased expression of the transglutaminases *TGM1 *and *TGM3 *indicates stabilization of tissues and cells by protein cross-linking [41]. These factors contribute also to the formation of tight junctions between mammary epithelial cells and are known to promote cross linking of proteins in the extracellular matrix thereby initiating wound healing.

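TGM1, which cross-links the envelope of keratinocytes, rose by 0.36 (standard error 0.08, adjusted p = 0.035) on the log2 scale with priming alone, a call lost without preparation 1 (adjusted p = 0.156), without preparation 2 (0.303), without preparation 3 (0.233), with no filter on dim probe sets (0.0709), with only the arrays of the groups compared (0.218) and with all 24 arrays in one fit (0.688). It was higher by 0.70 (standard error 0.08, adjusted p = 0.000401) in I.p.P. than in I. cultures, which did not pass with all 24 arrays in one fit (adjusted p = 0.169). Of 14 barrier genes 3 were higher with priming alone, and for the list adjusted p was 0.0605.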

### Priming reduces expression of master cytokines and of potentially harmful factors

It is known from macrophages that endotoxin tolerance (ET) down-regulates the expression of the inflammatory master cytokines tumor necrosis factor α (TNF-α), interleukin 1 (IL-1) and IL-6 (reviewed in [13]). They all belong to the class of "LPS-tolerant" genes which become refractory in macrophages to repeated LPS stimulation [11]. We now made a similar observation in the MEC. 

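IL6, a regulator of the acute phase, was lower on the log2 scale in I.p.P. than in I. cultures (-0.45, standard error 0.09, adjusted p = 0.0098) on the arrays; the call was lost without preparation 1 (adjusted p = 0.181), without preparation 3 (0.0573), with no filter on dim probe sets (0.0719) and with all 24 arrays in one fit (0.136). Of 3 master cytokines tested (IL1A, IL1B and IL6, as TNF stayed below the filter) 2 were lower, with a median of -0.45. For the list adjusted p was 0.00596, and 0.0823 with an estimated correlation. The change after the challenge was smaller in primed cells for 2 of the 3 (adjusted p = 0.026 with an estimated correlation).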

LPS priming moderately, yet significantly reduces their mRNA levels after a subsequent *E. coli *challenge in these cells. These three factors together orchestrate and dominate many aspects of the local as well as systemic immune response [42,43]. While their adequate induction through invading pathogens is indispensable for mounting a productive immune defence in the host, their overshooting expression may be detrimental. Confining their expression is therefore an overarching beneficial effect of ET and contributes to prevent immune-pathology. Our data suggest that this principle applies also to the regulation of the immune defence in the udder mediated through MEC. Moreover, we validated reduced and confined expression for some of their secondary response factors during the subsequent pathogen challenge. These factors include the nitric oxide synthase *NOS2*. This enzyme produces nitric oxide radicals, which are bactericidal but also harmful to the host cells and tissues as well. Similarly, expression of the metallopeptidases (*MMP9, MMP13*) was found to be confined by LPS priming. These proteases may disintegrate the extra-cellular matrix and connectives. 

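MMP9, a gelatinase that opens basement membranes, was lower on the log2 scale in I.p.P. than in I. cultures (-1.07, standard error 0.23, adjusted p = 0.0167); the call was lost without preparation 2 (adjusted p = 0.121), without preparation 3 (0.139) and with no filter on dim probe sets (0.121). The collagenase MMP13 was too dim for the test, at 3.05 ± 0.30 (SD) in I. and 2.05 ± 0.03 in I.p.P. cultures. Of 12 matrix protease genes 3 were lower and none higher (adjusted p = 0.0278, and 0.141 with an estimated correlation).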

LPS priming appears to prohibit their exuberant production and thus reduces activity of these potentially harmful factors.

Expression of many factors associated with cell death was found to be limited by LPS priming. These factors include the caspases *CASP4 *and -*7, DAXX, CFLAR *to name only some of them. Reduced and limited induction of these factors is conceivably a consequence of reduced TNF-α induction and indicates improved preservation of cell- and tissue-integrity.

Reduced and dampened induction of the TLR/NF-κB axis of pathogen signal transduction appears to be crucial for the ET mediated modulation of the immune response in the MEC. 

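TLR2, which binds bacterial lipoproteins, was lower on the log2 scale in I.p.P. than in I. cultures (-1.21, standard error 0.22, adjusted p = 0.00779); the call was lost without preparation 1 (adjusted p = 0.108), without preparation 3 (0.0886) and with no filter on dim probe sets (0.0773). TLR4 was lower (-0.98, standard error 0.13, adjusted p = 0.00116), a call lost without preparation 1 (adjusted p = 0.05). With E. coli alone TLR2 rose by 4.46 (adjusted p = 8.1e-08) and TLR4 by 1.65 (adjusted p = 4.8e-06). Among 15 negative regulators of the pathway 2 were higher with priming alone (adjusted p = 0.0546 for the list), and 5 were lower in I.p.P. than in I. cultures.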

Not only was the pathogen stimulated expression of several TLRs reduced (*TLR2*, -*3*,-*4*) but also were factors induced by the LPS priming which are known to interfere with NF-κB activation, including the coronin *CORO1A *and *SPLI*. CORO1A is known to suppress TLR2, TLR3, TLR4 and TNF-α mediated NF-κB activation as well as IFN-β promoter activation [44]. Indeed, we found that the mRNA expression of various type I interferon response factors was decreased by priming (*e.g*. myxovirus resistance 2 [*MX2*], receptor transporter protein 4 [*RTP4*], 2'-5'-oligoadenylate synthetase 1 [*OAS1*], interferon stimulated exonuclease gene 20 kDa [*ISG20*]*)*. 

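MX2 and RTP4, whose products act against viruses, were lower on the log2 scale in I.p.P. than in I. cultures, MX2 by a difference of -2.06 (standard error 0.36, adjusted p = 0.00612) and RTP4 by one of -2.24 (standard error 0.26, adjusted p = 0.000347) on the probe set of Table S2A and of -1.60 (adjusted p = 0.000128) on that of Table S1A; the call of MX2 was lost without preparation 1 (adjusted p = 0.119), without preparation 3 (0.0503) and with no filter on dim probe sets (0.0801). ISG20, an exonuclease for viral RNA, was lower (-0.79, adjusted p = 0.000159), while OAS1X stood at -0.78 (adjusted p = 0.305) and passed with only the arrays of the groups compared (adjusted p = 0.0137). With priming alone RTP4 rose by 3.74 (adjusted p = 1.53e-07) on the latter and ISG20 by 0.91 (adjusted p = 5.18e-05). The control level of RTP4 on that probe set, 2.61, was near the lowest array value. The size of the RTP4 rise is thus not exact, and by RT-qPCR it was 2.65. UBE2L6 (-1.30, adjusted p = 0.000101) and TRIM25 (-0.66, adjusted p = 4.56e-05), which attach the ubiquitin-like ISG15, were also lower.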

The factor SLPI has not only a broad spectrum of antimicrobial activities but also anti-inflammatory/immunomodulatory functions [45]. SLPI interferes also with TLR-4 mediated NF-κB activation by inhibiting the interaction between CD14 and LPS [46] thus quenching the production of inflammatory factors like TNF-α, NOS2, COX2, and MMPs [47,48].

## Conclusions

Our global transcriptome assay shows that the MEC recapitulates many aspects of LPS-induced ET which were known so far only from macrophages/monocytes. These features eventually protect the cow from detrimental effects of an overshooting immune response elicited in that very large organ, the udder. Moreover, analysis of our model cells revealed that LPS priming enforces the production of anti-microbial factors, protects integrity of the epithelial cells through enforced tissue stabilization and wound healing. Our data collectively reveal mechanisms underpinning the observation made *in vivo *that LPS pre-stimulation of the udder protects against *E. coli *elicited mastitis.

## Methods

### Cell culture

Primary cultures of MEC (pbMEC) were obtained from udders of three healthy, pregnant (day 130 of gestation) cows in the mid of their first lactation. Cell preparation and their culture on collagen coated dishes were as previously described [17]. The pbMEC growth medium (GM) was RPMI 1640 (Biochrom AG; Berlin, Germany) supplemented with prolactin, hydrocortisone, insulin and 10% FCS as described [18]. Fibroblasts were selectively removed by repeated trypsinization. We number throughout the cultures derived from those three individual cows as 1, 2 or 3.

### *E. coli *1303 *and LPS preparation*

Heat killed (60°C, 30 min) particles of the mastitis causing *E. coli *strain 1303 [19] have been prepared as described [17]. LPS was prepared from this strain by butanol extraction and hydrophobic interaction chromatography [49] followed by a purification with triethylamine and deoxycholate [50] (kindly provided by Sonja von Aulock, University of Konstanz, Germany). It was dissolved in GM (1 mg/ml) by ultra-sonic dispersion (2 min) and aliquots were stored at -20°C.

### LPS priming and challenge with heat inactivated *E. coli *particles

Figure 1 illustrates the experimental settings. Each experiment was performed in triplicate using separate pbMEC cultures (80% confluence) prepared from the udders of those three different cows. Controls (C.) were cultured for 12 h in GM, washed 3× with PBS and cultivated for additional 18 h (short waiting experiment) or 48 h (long waiting experiment). For the priming experiment (P.) the pbMEC cultures were stimulated ("primed") at time 0 h with 100 ng/ml LPS, washed three times with PBS and cultivated for another 18 h or 48 h. For the induction trial (I.) cells were challenged with 10^7^/ml particles of heat killed *E. coli*_1303 _for 6 h. The cultures were handled exactly like the control group (C.) prior to the *E. coli *challenge. For the induction post priming experiment (I.p.P.) cultures were primed for 12 h with LPS, just as described for the priming group (P.). After 3× washing with PBS and waiting for 12 h or 42 h in GM the I.p.P. cultures were also challenged with 10^7^/ml particles of *E. coli*_1303_. Cells were harvested at time 30 h (short waiting experiments) or 60 h (long waiting experiments) and total RNA was prepared.

### Microarray hybridisation

Total RNA for the microarray analysis was extracted with the RNeasy kit exactly as described by the manufacturer (Qiagen, Hilden, Germany). RNA processing, labelling and hybridization used the respective reagent kits from Affymetrix and was exactly done as previously described [22]. Briefly, 5 μg total RNA of each sample was used for cRNA preparation and labelling with the Affymetrix GeneChip^® ^Expression 3' Amplification One-Cycle Target Labelling Kit (Affymetrix, St. Clara, USA). The fragmented cRNA was hybridized for 16 hours at 45°C to GeneChip^® ^Bovine Genome (Affymetrix). The Microarrays were scanned at 1.56 micron resolution using the GeneChip Scanner 3000 7G (Affymetrix). The microarray data sets were submitted to the Gene Expression Omnibus (GEO) database (accession no. GSE32186).

### Microarray analysis

The microarray data were analysed using the Biometric Research Branch (BRB) array tools version 4.1 [http://linus.nci.nih.gov/BRB-ArrayTools.html]. Background correction and normalization of the expression values was performed using the GC Robust Multi-array Average (GCRMA) algorithm [51]. Transcripts were defined as significant differentially expressed (DET) among Control (C.) and Priming (P.) as well as among Induction (I.) and Induction post Priming (I.p.P.) groups if their fold change exceeded > 1.5 and the p-value of the univariate t-test between values paired according the pbMEC preparation was < 0.005. False discovery rates (FDR) values were calculated and are listed in the additional files (Additional file 1, Table S1 and Additional file 2, Table S2). However, this parameter was not applied as a cut off criterion since it would have been too stringent for some comparisons, resulting in no significantly regulated genes at all. This applies in particular to the comparison between primed *vs*. control cultures. Human orthologs of differentially expressed genes (DEG) were determined as described previously [22,52]. Gene ontology and network analysis was performed using the Ingenuity Pathways Analysis (IPA 9.0) software (Ingenuity Systems, Redwood City, CA). This program identifies the biological functions that were most significant to a data set using Fisher's exact test. The calculated p-value specifies the probability that each biological function assigned to a gene list is solely due to chance. The heatmap was generated using the software tool matrix2png [53].

### Quantitative real-time PCR (RT-qPCR)

Total RNA extraction with Trizol (Invitrogen, Karlsruhe, Germany), cDNA preparation with Superscript II (Invitrogen) and quantification of mRNA copy numbers with the LightCycler instrument and the SYBR Green plus reagent kit (both from Roche, Basel, Switzerland) was as described [54]. Quality of the PCR products obtained in those LightCycler runs was validated by subcloning the amplicons into pGEM-Teasy (Promega) and sequencing. Relative copy numbers were titrated against external standards consisting of a dilution series (10^6 ^to 10 copies) of those sequenced plasmids. Sequences of the oligonucleotide primers used are given in Additional file 6, Table S6. Significance of differences was assessed with the t-test of paired values. Spearman's Rank Correlation was used to compare microarray and RT-qPCR measurements using the SigmaStat 3.5 software (Systat Software Inc., San Jose, California, USA).

## Authors' contributions

JG contributed to designing the experiments, analyzed and interpreted the data, and drafted the manuscript. WP contributed to the experimental design, data analysis, and drafting the manuscript. HZ, HJS and LG contributed to conception of the study and critical data interpretation. DK prepared the microarray hybridizations. HMS designed and supervised the study and helped drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1: All DEG from comparison Priming (P.) *versus *Control (C.)**. A) Short time waiting experiment (40 IPA mapped DEG). B) Long time waiting experiment (13 IPA mapped DEG) Click here for file

Additional file 2 **Table S2: All DEG from comparison Induction post Priming (I.p.P.) *versus *Induction (I.)**. A) Short time waiting experiment (226 IPA mapped DEG). B) Long time waiting experiment (6 IPA mapped DEG) Click here for file

Additional file 3 Table S3: Comparison of RT-qPCR and microarray measurements of selected candidate genes Click here for file

Additional file 4 **Table S4: All RT-qPCR values (relative mRNA copy numbers) contributing to Figure 4**. Click here for file

Additional file 5 Table S5: Correlation of relative mRNA concentrations determined in microarray hybridizations or RT-qPCR from three biological pbMEC replica of the four challenge groups (C., P., I., and I.p.P.) of the short and long waiting experiments Click here for file

Additional file 6 Table S6: Sequences of oligonucleotide primers used for real-time PCR quantification Click here for file

# Supplementary material for: Lipopolysaccharide priming enhances expression of effectors of immune defence while decreasing expression of pro-inflammatory cytokines in mammary epithelia cells from cows
**Source:** BMC Genomics. 2012 Jan 12;13:17. doi: 10.1186/1471-2164-13-17
**Supplement:** Additional file 1 — Table S1: All DEG from comparison Priming (P.) versus Control (C.). A) Short time waiting experiment (40 IPA mapped DEG). B) Long time waiting experiment (13 IPA mapped DEG)

**Table S1: All DEG from comparison Priming (P.) versus Control (C.)**

**A) Short time waiting experiment (40 IPA mapped DEG)**

| Probe set                        | Gene symbol | Description                                                      | Mean fold change (P./C.) | Parametric p-value | FDR     | Expression regulated by (IPA)* |         |         |          | fold change of preparation: |        |        |
|----------------------------------|-------------|------------------------------------------------------------------|--------------------------|--------------------|---------|--------------------------------|---------|---------|----------|-----------------------------|--------|--------|
|                                  |             |                                                                  |                          |                    |         | IL1 (9)                        | TNF (9) | IL6 (4) | IRF7 (3) | 1                           | 2      | 3      |
| Priming enhanced expression of:  |             |                                                                  |                          |                    |         |                                |         |         |          |                             |        |        |
| Bt.552.1.S1_at                   | CCL5        | chemokine (C-C motif) ligand 5                                   | 466.48                   | 0.00028            | 0.13800 | x                              | x       | x       | x        | 572.45                      | 414.15 | 428.16 |
| Bt.278.1.S1_at                   | SAA3        | serum amyloid A3                                                 | 146.09                   | 0.00087            | 0.16500 | x                              |         |         |          | 188.45                      | 113.38 | 145.92 |
| Bt.11259.1.S1_at                 | IFI27L2     | interferon, alpha-inducible protein 27-like 2                    | 21.12                    | 0.00310            | 0.18400 |                                |         |         |          | 27.59                       | 15.40  | 22.16  |
| Bt.12553.1.S1_at                 | HP          | haptoglobin                                                      | 14.25                    | 0.00211            | 0.18300 | x                              | x       |         | x        | 14.55                       | 11.42  | 17.42  |
| Bt.24813.1.A1_at                 | RTP4        | receptor (chemosensory) transporter protein 4                    | 13.33                    | 0.00276            | 0.18300 |                                |         |         |          | 14.76                       | 10.17  | 15.77  |
| Bt.24157.1.A1_at                 | PARM1       | prostate androgen-regulated mucin-like protein 1                 | 7.51                     | 0.00102            | 0.16500 |                                |         |         |          | 7.78                        | 6.63   | 8.23   |
| Bt.13542.1.S1_at                 | CFB         | complement factor B                                              | 6.85                     | 0.00058            | 0.16500 |                                | x       |         |          | 6.27                        | 7.01   | 7.33   |
| Bt.15912.1.S1_at                 | PLAC8       | placenta-specific 8                                              | 6.78                     | 0.00232            | 0.18300 |                                |         |         |          | 5.65                        | 7.32   | 7.56   |
| Bt.8552.1.S1_at                  | HLA-DRA     | major histocompatibility complex, class II, DR alpha             | 6.38                     | 0.00293            | 0.18300 | x                              |         |         |          | 5.40                        | 6.31   | 7.64   |
| Bt.9561.1.S1_at                  | MUC1        | mucin 1, cell surface associated                                 | 5.41                     | 0.00089            | 0.16500 | x                              | x       |         |          | 5.65                        | 4.89   | 5.72   |
| Bt.4802.1.S1_at                  | LTF         | lactotransferrin                                                 | 5.13                     | 0.00018            | 0.11300 |                                |         |         |          | 5.15                        | 4.93   | 5.32   |
| Bt.8906.1.S1_at                  | LGALS9      | lectin, galactoside-binding, soluble, 9                          | 4.54                     | 0.00369            | 0.19400 |                                |         |         |          | 4.59                        | 3.85   | 5.29   |
| Bt.4751.2.S1_a_at                | HLA-DQA1    | major histocompatibility complex, class II, DQ alpha 1           | 4.16                     | 0.00336            | 0.18600 |                                |         |         | x        | 3.92                        | 4.90   | 3.75   |
| Bt.13628.2.S1_a_at               | TGM3        | transglutaminase 3                                               | 3.09                     | 0.00013            | 0.11100 |                                |         |         |          | 3.06                        | 3.05   | 3.17   |
| Bt.16118.1.S1_at                 | CLEC12A     | C-type lectin domain family 12, member A                         | 2.69                     | 0.00280            | 0.18300 |                                |         |         |          | 2.96                        | 2.47   | 2.66   |
| Bt.22056.2.S1_a_at               | ABHD1       | abhydrolase domain containing 1                                  | 2.43                     | 0.00098            | 0.16500 |                                |         |         |          | 2.30                        | 2.47   | 2.52   |
| Bt.350.1.S1_x_at                 | HLA-DQB1    | major histocompatibility complex, class II, DQ beta 1            | 2.38                     | 0.00055            | 0.16500 |                                |         |         |          | 2.29                        | 2.45   | 2.40   |
| Bt.28068.1.S1_at                 | SLC5A1      | solute carrier family 5 (sodium/glucose cotransporter), member 1 | 2.37                     | 0.00114            | 0.16800 |                                |         |         |          | 2.51                        | 2.28   | 2.33   |
| Bt.3762.1.A1_at                  | HEATR1      | HEAT repeat containing 1                                         | 2.28                     | 0.00258            | 0.18300 |                                |         |         |          | 2.47                        | 2.21   | 2.16   |
| Bt.9360.1.S1_at                  | S100A8      | S100 calcium binding protein A8                                  | 2.02                     | 0.00407            | 0.19500 | x                              | x       |         | x        | 1.97                        | 2.20   | 1.89   |
| Bt.1007.1.S1_at                  | HLA-DMB     | major histocompatibility complex, class II, DM beta              | 1.98                     | 0.00157            | 0.18300 |                                |         |         |          | 1.88                        | 2.01   | 2.06   |
| Bt.25649.1.A1_at                 | ERAP2       | leukocyte-derived arginine aminopeptidase                        | 1.77                     | 0.00090            | 0.16500 |                                |         |         |          | 1.79                        | 1.82   | 1.71   |
| Bt.27760.1.S1_at                 | HLA-A       | major histocompatibility complex, class I, A                     | 1.75                     | 0.00185            | 0.18300 |                                |         |         |          | 1.78                        | 1.67   | 1.81   |
| Bt.7938.1.S1_at                  | CTSS        | cathepsin S                                                      | 1.72                     | 0.00417            | 0.19500 | x                              | x       |         |          | 1.73                        | 1.82   | 1.62   |
| Bt.8107.1.S1_at                  | SP140       | SP140 nuclear body protein                                       | 1.72                     | 0.00054            | 0.16500 |                                |         |         |          | 1.72                        | 1.76   | 1.68   |
| Bt.344.1.S1_at                   | HLA-DMA     | major histocompatibility complex, class II, DM alpha             | 1.71                     | 0.00445            | 0.19500 |                                |         |         | x        | 1.59                        | 1.78   | 1.76   |
| Bt.16018.1.S1_a_at               | CASP4       | caspase 4, apoptosis-related cysteine protease                   | 1.62                     | 0.00185            | 0.18300 | x                              | x       |         | x        | 1.60                        | 1.69   | 1.58   |
| Bt.23098.1.S1_at                 | QSCN6       | quiescin Q6                                                      | 1.58                     | 0.00215            | 0.18300 |                                |         |         |          | 1.51                        | 1.60   | 1.62   |
| Bt.22511.1.S1_at                 | UBE3B       | ubiquitin protein ligase E3B                                     | 1.55                     | 0.00296            | 0.18300 |                                |         |         |          | 1.50                        | 1.62   | 1.52   |
| Bt.248.1.S1_at                   | CD38        | CD38 antigen                                                     | 1.50                     | 0.00368            | 0.19400 |                                | x       |         |          | 1.50                        | 1.44   | 1.57   |
| Priming decreased expression of: |             |                                                                  |                          |                    |         |                                |         |         |          |                             |        |        |
| Bt.21772.1.A1_at                 | ELTD1       | EGF, latrophilin and seven transmembrane domain containing 1     | -3.49                    | 0.00220            | 0.18300 |                                |         |         |          | -3.11                       | -3.65  | -3.75  |
| Bt.8238.1.A1_at                  | TRIB3       | tribbles homolog 3                                               | -2.11                    | 0.00288            | 0.18300 |                                |         |         |          | -1.97                       | -2.26  | -2.10  |
| Bt.22339.1.A1_at                 | TBXAS1      | thromboxane A synthase 1                                         | -2.02                    | 0.00145            | 0.18300 |                                |         |         |          | -2.13                       | -1.99  | -1.95  |
| Bt.4509.1.S1_at                  | RASSF4      | Ras association domain family 4                                  | -1.97                    | 0.00271            | 0.18300 |                                |         |         |          | -1.85                       | -2.08  | -2.00  |
| Bt.3520.1.S1_at                  | PYCR1       | pyrroline-5-carboxylate reductase 1                              | -1.89                    | 0.00158            | 0.18300 |                                |         |         |          | -1.80                       | -1.94  | -1.94  |
| Bt.4137.1.A1_at                  | G0S2        | putative lymphocyte G0/G1 switch gene                            | -1.88                    | 0.00396            | 0.19500 | x                              | x       |         |          | -1.89                       | -1.74  | -2.00  |
| Bt.16029.1.S3_at                 | FUT1        | fucosyltransferase 1                                             | -1.80                    | 0.00420            | 0.19500 |                                |         |         |          | -1.68                       | -1.81  | -1.92  |
| Bt.10111.1.S1_at                 | FAM129A     | family with sequence similarity 129, member A                    | -1.77                    | 0.00299            | 0.18300 |                                |         |         |          | -1.79                       | -1.67  | -1.86  |
| Bt.26598.1.S1_at                 | PCTP        | phosphatidylcholine transfer protein                             | -1.63                    | 0.00306            | 0.18400 |                                |         |         |          | -1.67                       | -1.67  | -1.54  |
| Bt.13588.2.S1_at                 | PSAT1       | phosphoserine aminotransferase 1                                 | -1.60                    | 0.00481            | 0.19500 |                                |         |         |          | -1.60                       | -1.51  | -1.69  |

\* Expression of the respective gene is known to be regulated by IL1, TNF, IL6, and / or IRF7 (based on Ingenuity Knowledge Database).

**Table S1: All DEG from comparison Priming (P.) versus Control (C.)**  
**B) Long time waiting experiment (13 IPA mapped DEG)**

| Probe set                        | Gene symbol | Description                                                           | Mean fold change (P./C.) | Parametric p-value | FDR     | Expression regulated by (IPA)* |         |         |          | fold change of preparation: |       |       |
|----------------------------------|-------------|-----------------------------------------------------------------------|--------------------------|--------------------|---------|--------------------------------|---------|---------|----------|-----------------------------|-------|-------|
|                                  |             |                                                                       |                          |                    |         | IL1 (4)                        | TNF (4) | IL6 (3) | IRF7 (1) | 1                           | 2     | 3     |
| Priming enhanced expression of:  |             |                                                                       |                          |                    |         |                                |         |         |          |                             |       |       |
| Bt.552.1.S1_at                   | CCL5        | chemokine (C-C motif) ligand 5                                        | 63.03                    | 0.00299            | 0.25100 | x                              | x       | x       | x        | 98.50                       | 54.19 | 46.92 |
| Bt.13628.2.S1_a_at               | TGM3        | transglutaminase 3                                                    | 6.77                     | 0.00211            | 0.24300 |                                |         |         |          | 6.00                        | 6.44  | 8.04  |
| Bt.3686.1.S1_at                  | IL6         | interleukin 6 (interferon, beta 2)                                    | 5.50                     | 0.00043            | 0.21700 | x                              | x       | x       |          | 5.13                        | 5.63  | 5.76  |
| Bt.7165.1.S1_at                  | CXCL6       | chemokine ligand 6                                                    | 3.87                     | 0.00283            | 0.25000 | x                              | x       | x       |          | 4.33                        | 3.38  | 3.96  |
| Bt.4802.1.S1_at                  | LTF         | lactotransferrin                                                      | 1.87                     | 0.00382            | 0.26100 |                                |         |         |          | 2.01                        | 1.75  | 1.86  |
| Bt.10398.1.S1_at                 | PTX3        | pentaxin-related gene, rapidly induced by IL-1 beta                   | 1.67                     | 0.00226            | 0.24300 | x                              | x       |         |          | 1.66                        | 1.74  | 1.60  |
| Bt.11679.1.S1_at                 | OLFML2A     | olfactomedin-like 2A                                                  | 1.61                     | 0.00351            | 0.25100 |                                |         |         |          | 1.58                        | 1.55  | 1.70  |
| Bt.21518.1.S1_at                 | SNF1LK      | SNF1-like kinase                                                      | 1.58                     | 0.00239            | 0.24300 |                                |         |         |          | 1.63                        | 1.51  | 1.59  |
| Bt.7122.1.S1_at                  | HELZ        | helicase with zinc finger domain                                      | 1.56                     | 0.00356            | 0.25100 |                                |         |         |          | 1.52                        | 1.52  | 1.65  |
| Priming decreased expression of: |             |                                                                       |                          |                    |         |                                |         |         |          |                             |       |       |
| Bt.13880.2.S1_at                 | DKK1        | dickkopf homolog 1 (Xenopus laevis)                                   | -1.83                    | 0.00054            | 0.21700 |                                |         |         |          | -1.87                       | -1.78 | -1.83 |
| Bt.9640.1.A1_at                  | SPON1       | spondin 1, extracellular matrix protein                               | -1.75                    | 0.00354            | 0.25100 |                                |         |         |          | -1.83                       | -1.64 | -1.80 |
| Bt.3945.1.S1_at                  | TANC2       | tetratricopeptide repeat, ankyrin repeat and coiled-coil containing 2 | -1.61                    | 0.00211            | 0.24300 |                                |         |         |          | -1.69                       | -1.57 | -1.59 |
| Bt.16808.2.A1_at                 | RASL12      | RAS-like, family 12                                                   | -1.60                    | 0.00048            | 0.21700 |                                |         |         |          | -1.58                       | -1.63 | -1.60 |

\* Expression of the respective gene is known to be regulated by IL1, TNF, IL6, and / or IRF7 (based on Ingenuity Knowledge Database).

# Supplementary material for: Lipopolysaccharide priming enhances expression of effectors of immune defence while decreasing expression of pro-inflammatory cytokines in mammary epithelia cells from cows
**Source:** BMC Genomics. 2012 Jan 12;13:17. doi: 10.1186/1471-2164-13-17
**Supplement:** Additional file 2 — Table S2: All DEG from comparison Induction post Priming (I.p.P.) versus Induction (I.). A) Short time waiting experiment (226 IPA mapped DEG). B) Long time waiting experiment (6 IPA mapped DEG)

Table S2: All DEG from comparison Induction post Priming (l.p.P.) versus Induction (l.)  
A) Short time waiting experiment (226 IPA mapped DEG)

|                  |                 |                                                                    |      |         |         |       |            |       |       |       |       |   |   |   |   |       |       |       |
|------------------|-----------------|--------------------------------------------------------------------|------|---------|---------|-------|------------|-------|-------|-------|-------|---|---|---|---|-------|-------|-------|
| Bt.23178.1.S2_at | <b>DCN</b>      | decorin                                                            | -1.6 | 0.00253 | 0.02490 | NC    | NC         | NC    |       | x     | x     | x |   |   |   | -0.88 | -0.42 | -0.85 |
| Bt.22729.1.S1_at | HLA-L           | major histocompatibility complex, class I, L, pseudogene           | -1.6 | 0.00091 | 0.01410 | NC    | <b>2.4</b> | 0.004 | NC    |       |       |   |   |   |   | -0.89 | -0.53 | -0.72 |
| Bt.16340.1.A1_at | ARHGAP42        | Rho GTPase activating protein 42                                   | -1.6 | 0.00216 | 0.02270 | NC    | 2.1        | 0.006 | NC    |       |       |   |   |   |   | -0.51 | -0.64 | -0.99 |
| Bt.4645.1.S1_at  | FAM129A         | family with sequence similarity 129, member A                      | -1.6 | 0.00013 | 0.00606 | -2.1  | 0.030      | NC    | NC    |       |       |   |   |   |   | -0.66 | -0.75 | -0.72 |
| Bt.5056.2.A1_at  | EFEMP1          | EGF-containing fibulin-like extracellular matrix protein 1         | -1.6 | 0.00100 | 0.01490 | -2.7  | 0.010      | -1.6  | -1.9  | 0.089 |       |   |   |   |   | -0.51 | -0.72 | -0.89 |
| Bt.16018.1.S2_at | <b>CASP4</b>    | caspase 4, apoptosis-related cysteine peptidase                    | -1.6 | 0.00017 | 0.00645 | 3.1   | 0.000      | 5.1   | 0.001 | 1.6   | 0.001 | x | x |   | x | -0.75 | -0.63 | -0.75 |
| Bt.29894.1.S1_at | <b>PHF15</b>    | PHD finger protein 15                                              | -1.6 | 0.00067 | 0.01250 | 2.0   | 0.036      | 3.3   | 0.016 | NC    |       |   |   |   |   | -0.76 | -0.52 | -0.82 |
| Bt.26598.1.S1_at | PCTP            | phosphatidylcholine transfer protein                               | -1.6 | 0.00086 | 0.01370 | -2.6  | 0.002      | -1.7  | 0.002 | -1.6  | 0.003 |   |   |   |   | -0.88 | -0.70 | -0.53 |
| Bt.19053.1.A1_at | USP34           | ubiquitin specific protease 34                                     | -1.6 | 0.00015 | 0.00624 | NC    | NC         | NC    | NC    |       |       |   |   |   |   | -0.74 | -0.64 | -0.71 |
| Bt.20512.1.S1_at | COL15A1         | collagen, type XV, alpha 1                                         | -1.6 | 0.00302 | 0.02750 | -2.7  | 0.034      | -1.6  | 0.024 | -1.8  | 0.153 |   | x |   |   | -0.79 | -0.40 | -0.90 |
| Bt.9570.1.S1_at  | <b>TNFAIP2</b>  | tumor necrosis factor, alpha-induced protein 2                     | -1.6 | 0.00151 | 0.01850 | 5.9   | 0.003      | 9.5   | 0.006 | NC    |       | x | x |   |   | -0.46 | -0.86 | -0.76 |
| Bt.26400.1.A1_at | ELMO2           | engulfment and cell motility 2                                     | -1.6 | 0.00015 | 0.00624 | NC    | NC         | 1.9   | 0.004 | NC    |       |   |   |   |   | -0.65 | -0.66 | -0.74 |
| Bt.10962.2.S1_at | VCPIP1          | valosin containing protein (p97)/p47 complex interacting protein 1 | -1.6 | 0.00027 | 0.00803 | 1.5   | 0.021      | 2.4   | 0.004 | NC    |       |   |   |   |   | -0.58 | -0.71 | -0.75 |
| Bt.2568.1.S1_at  | PLIN2           | perilipin 2                                                        | -1.6 | 0.00016 | 0.00633 | NC    | 2.3        | 0.001 | NC    |       |       | x |   |   |   | -0.68 | -0.63 | -0.73 |
| Bt.26851.1.S1_at | DRAM1           | DNA-damage regulated autophagy modulator 1                         | -1.6 | 0.00021 | 0.00736 | 1.7   | 0.020      | 2.8   | 0.005 | NC    |       |   |   |   |   | -0.60 | -0.68 | -0.74 |
| Bt.24539.1.S1_at | TMEM106A        | transmembrane protein 106A                                         | -1.6 | 0.00039 | 0.00933 | NC    | 2.4        | 0.004 | NC    |       |       |   |   |   |   | -0.80 | -0.62 | -0.61 |
| Bt.12849.2.S1_at | SLCO2B1         | solute carrier organic anion transporter family, member 2B1        | -1.6 | 0.00024 | 0.00775 | NC    | NC         | NC    | NC    |       |       |   |   |   |   | -0.58 | -0.72 | -0.72 |
| Bt.13869.1.A1_at | TRIM25          | tripartite motif-containing 25                                     | -1.6 | 0.00024 | 0.00778 | 2.3   | 0.001      | 3.6   | 0.001 | NC    |       |   |   |   |   | -0.73 | -0.68 | -0.58 |
| Bt.28411.1.S1_at | SLC16A6         | solute carrier family 16, member 6                                 | -1.6 | 0.00062 | 0.01210 | NC    | NC         | NC    | NC    |       |       |   |   |   |   | -0.67 | -0.78 | -0.51 |
| Bt.422.1.S2_at   | <b>IGFBP3</b>   | insulin-like growth factor binding protein 3                       | -1.6 | 0.00081 | 0.01370 | NC    | 2.2        | 0.008 | NC    |       | x     | x |   | x |   | -0.50 | -0.81 | -0.65 |
| Bt.22496.1.S1_at | CBR3            | carbonyl reductase 3                                               | -1.6 | 0.00345 | 0.03000 | NC    | 2.3        | 0.001 | NC    |       |       |   |   |   |   | -0.94 | -0.45 | -0.57 |
| Bt.3211.1.S2_at  | GABARAPL1       | GABA(A) receptor-associated protein like 1                         | -1.6 | 0.00016 | 0.00624 | NC    | 2.1        | 0.003 | NC    |       |       |   |   |   |   | -0.65 | -0.68 | -0.63 |
| Bt.22630.1.S1_at | DHHD            | dihydrodiol dehydrogenase (dimeric)                                | -1.6 | 0.00039 | 0.00933 | -1.7  | 0.010      | NC    | NC    |       |       |   |   |   |   | -0.59 | -0.59 | -0.77 |
| Bt.24039.1.A1_at | CCDC6           | coiled-coil domain containing 6                                    | -1.6 | 0.00040 | 0.00941 | NC    | 1.6        | 0.015 | NC    |       |       |   |   |   |   | -0.61 | -0.76 | -0.57 |
| Bt.3841.2.S1_at  | <b>CD83</b>     | CD83 antigen                                                       | -1.6 | 0.00264 | 0.02540 | NC    | 2.0        | 0.009 | NC    |       | x     | x |   | x |   | -0.79 | -0.76 | -0.38 |
| Bt.26760.1.S1_at | ARRDC2          | arrestin domain containing 2                                       | -1.6 | 0.00038 | 0.00933 | 2.3   | 0.013      | 3.6   | 0.009 | NC    |       |   |   |   |   | -0.71 | -0.68 | -0.53 |
| Bt.25663.1.A1_at | CPNE8           | copine VIII                                                        | -1.6 | 0.00086 | 0.01370 | NC    | 1.9        | 0.010 | NC    |       |       |   |   |   |   | -0.51 | -0.60 | -0.80 |
| Bt.28164.2.S1_at | EFR3A           | EFR3 homolog A (S. cerevisiae)                                     | -1.6 | 0.00183 | 0.02070 | NC    | 1.9        | 0.013 | 1.6   | 0.019 |       |   |   |   |   | -0.85 | -0.60 | -0.45 |
| Bt.5366.1.S1_at  | PROS1           | protein S                                                          | -1.5 | 0.00036 | 0.00923 | -3.0  | 0.060      | -2.0  | 0.140 | -1.7  | 0.128 |   |   |   |   | -0.60 | -0.56 | -0.73 |
| Bt.23509.1.S1_at | PPAP2B          | phosphatidic acid phosphatase type 2B                              | -1.5 | 0.00087 | 0.01380 | 2.0   | 0.030      | 3.1   | 0.006 | NC    |       |   |   |   |   | -0.79 | -0.53 | -0.56 |
| Bt.25471.2.A1_at | ATXN3           | ataxin 3                                                           | -1.5 | 0.00118 | 0.01640 | NC    | 1.7        | 0.009 | NC    |       |       |   |   |   |   | -0.78 | -0.63 | -0.46 |
| Bt.22506.2.A1_at | VIPR2           | vasoactive intestinal peptide receptor 2                           | -1.5 | 0.00135 | 0.01730 | NC    | 2.0        | 0.022 | NC    |       |       |   | x |   |   | -0.58 | -0.81 | -0.48 |
| Bt.9391.2.S1_at  | <b>BIRC3</b>    | baculoviral IAP repeat-containing 3                                | -1.5 | 0.00023 | 0.00752 | 6.1   | 0.001      | 9.5   | 0.001 | NC    |       | x | x |   |   | -0.58 | -0.67 | -0.62 |
| Bt.11221.1.S1_at | GYPC            | glycophorin C                                                      | -1.5 | 0.00400 | 0.03260 | -5.7  | 0.003      | -3.7  | 0.022 | -2.1  | 0.035 |   |   |   |   | -0.74 | -0.79 | -0.33 |
| Bt.9391.1.A1_at  | <b>BIRC2</b>    | baculoviral IAP repeat-containing 2                                | -1.5 | 0.00039 | 0.00933 | 4.6   | 0.000      | 7.4   | 0.001 | NC    |       | x | x |   |   | -0.66 | -0.52 | -0.68 |
| Bt.19349.1.A1_at | GOLGA4          | golgi autoantigen, golgin subfamily a, 4                           | -1.5 | 0.00471 | 0.03640 | 3.5   | 0.059      | 5.4   | 0.019 | NC    |       |   |   |   |   | -0.88 | -0.61 | -0.36 |
| Bt.6586.1.S1_at  | NOTCH3          | Notch homolog 3                                                    | -1.5 | 0.00245 | 0.02460 | NC    | NC         | NC    | NC    |       |       |   |   |   |   | -0.40 | -0.62 | -0.82 |
| Bt.13073.1.S1_at | <b>SERPINB2</b> | serine proteinase inhibitor, clade B, member 2                     | -1.5 | 0.00127 | 0.01690 | 1.9   | 0.041      | 2.8   | 0.004 | NC    |       | x | x |   |   | -0.75 | -0.43 | -0.66 |
| Bt.11500.1.A1_at | INPP5B          | inositol polyphosphate-5-phosphatase, 75kDa                        | -1.5 | 0.00020 | 0.00695 | -2.1  | 0.027      | NC    | NC    |       |       |   |   |   |   | -0.62 | -0.62 | -0.60 |
| Bt.4816.1.S1_at  | <b>ANGPTL4</b>  | angiopoietin-like 4                                                | -1.5 | 0.00027 | 0.00805 | NC    | 2.2        | 0.001 | NC    |       | x     | x |   |   |   | -0.57 | -0.67 | -0.59 |
| Bt.24801.1.A1_at | BHLHB5          | basic helix-loop-helix domain containing, class B, 5               | -1.5 | 0.00029 | 0.00841 | NC    | 1.8        | 0.091 | NC    |       |       |   |   |   |   | -0.67 | -0.58 | -0.56 |
| Bt.8238.1.A1_at  | TRIB3           | tribbles homolog 3                                                 | -1.5 | 0.00074 | 0.01330 | -1.9  | 0.003      | NC    | -2.1  | 0.003 |       |   |   |   |   | -0.67 | -0.46 | -0.68 |
| Bt.27957.1.A1_at | PARP8           | poly polymerase family, member 8                                   | -1.5 | 0.00325 | 0.02880 | NC    | NC         | NC    | NC    |       |       |   |   |   |   | -0.85 | -0.54 | -0.41 |
| Bt.278.1.S1_at   | <b>SAA3</b>     | serum amyloid A3                                                   | -1.5 | 0.00054 | 0.01130 | 268.7 | 0.001      | 405.3 | 0.000 | 146.1 | 0.001 | x |   |   |   | -0.51 | -0.70 | -0.57 |
| Bt.2501.1.S1_at  | <b>SOD2</b>     | superoxide dismutase 2, mitochondrial                              | -1.5 | 0.00098 | 0.01480 | 4.0   | 0.000      | 6.0   | 0.001 | NC    |       | x | x |   | x | -0.71 | -0.44 | -0.62 |
| Bt.18116.1.S1_at | PARP12          | poly (ADP-ribose) polymerase family, member 12                     | -1.5 | 0.00261 | 0.02530 | 1.8   | 0.166      | 2.8   | 0.043 | 1.8   | 0.117 |   |   |   |   | -0.70 | -0.71 | -0.36 |
| Bt.12304.1.S1_at | <b>ISG15</b>    | ISG15 ubiquitin-like modifier                                      | -1.5 | 0.00062 | 0.01210 | 11.5  | 0.021      | 17.3  | 0.014 | 7.4   | 0.024 | x | x |   | x | -0.61 | -0.67 | -0.47 |
| Bt.28436.1.S1_at | FAM126B         | family with sequence similarity 126, member B                      | -1.5 | 0.00031 | 0.00870 | NC    | 2.1        | 0.003 | NC    |       |       |   |   |   |   | -0.53 | -0.60 | -0.63 |

\* bold letters, part of a network connected by the IPA relationship "Expression" (Fig. 3B)

\*\* bold numbers, fc>1.5, p<0.005

\*\*\* italic number, fc>1.5, p>0.005

NC, No change fc<1.5

grey, I.p.P. not changed compared to un-stimulated control

dark red, I.p.P. compared to un-stimulated control fc>1.5, p<0.005 (significant)

light red, I.p.P. compared to un-stimulated control fc>1.5, p>0.005 (not significant)

dark green, I.p.P. compared to un-stimulated control fc<1.5, p<0.005 (significant)

light green, I.p.P. compared to un-stimulated control fc<1.5, p>0.005 (not significant)

\*\*\*\* Expression of the respective gene is known to be regulated by IL1, TNF, IL6, and / or IRF7 (based on Ingenuity Knowledge Database).

**Table S2: All DEG from comparison Induction post Priming (I.p.P.) versus Induction (I.)**  
**B) Long time waiting experiment (6 IPA mapped DEG)**

| Probe set                                                                        | Gene symbol | Description                                                  | I.p.P. vs. I.       |                               |         |         | Expression regulated by (IPA)* |         |          |   | I.p.P. / I.<br>Log ratio of preparation : |       |       |
|----------------------------------------------------------------------------------|-------------|--------------------------------------------------------------|---------------------|-------------------------------|---------|---------|--------------------------------|---------|----------|---|-------------------------------------------|-------|-------|
|                                                                                  |             |                                                              | Mean<br>fold change | Parametric<br><i>p</i> -value | FDR     |         |                                |         |          | 1 | 2                                         | 3     |       |
|                                                                                  |             |                                                              |                     |                               |         | IL1 (0) | TNF (0)                        | IL6 (1) | IRF7 (0) |   |                                           |       |       |
| Priming provokes a higher expression level after an <i>E. coli</i> challenge of: |             |                                                              |                     |                               |         |         |                                |         |          |   |                                           |       |       |
| Bt.9196.1.A1_at                                                                  | MKI67       | antigen identified by monoclonal antibody Ki-67              | 1.89                | 0.00471                       | 0.47400 |         |                                |         | x        |   | 1.77                                      | 1.87  | 2.05  |
| Bt.29431.1.A1_at                                                                 | PMPCB       | peptidase beta                                               | 1.74                | 0.00166                       | 0.39200 |         |                                |         |          |   | 1.80                                      | 1.76  | 1.67  |
| Priming provokes a lower expression level after an <i>E. coli</i> challenge of:  |             |                                                              |                     |                               |         |         |                                |         |          |   |                                           |       |       |
| Bt.17510.1.A1_at                                                                 | PAM         | peptidylglycine alpha-amidating monooxygenase                | -2.2                | 0.00435                       | 0.47400 |         |                                |         |          |   | -1.99                                     | -2.15 | -2.38 |
| Bt.24222.2.S1_at                                                                 | VWTR1       | VW domain containing transcription regulator 1               | -1.7                | 0.00415                       | 0.47400 |         |                                |         |          |   | -1.66                                     | -1.82 | -1.62 |
| Bt.27957.1.A1_at                                                                 | PARP8       | poly polymerase family, member 8                             | -1.7                | 0.00251                       | 0.43500 |         |                                |         |          |   | -1.61                                     | -1.68 | -1.76 |
| Bt.21772.1.A1_at                                                                 | ELTD1       | EGF, latrophilin and seven transmembrane domain containing 1 | -1.6                | 0.00134                       | 0.35400 |         |                                |         |          |   | -1.65                                     | -1.56 | -1.64 |

\* Expression of the respective gene is known to be regulated by IL1, TNF, IL6, and / or IRF7 (based on Ingenuity Knowledge Database).

# Supplementary material for: Lipopolysaccharide priming enhances expression of effectors of immune defence while decreasing expression of pro-inflammatory cytokines in mammary epithelia cells from cows
**Source:** BMC Genomics. 2012 Jan 12;13:17. doi: 10.1186/1471-2164-13-17
**Supplement:** Additional file 3 — Table S3: Comparison of RT-qPCR and microarray measurements of selected candidate genes

**Table S3: Comparison of qRT-PCR and microarray measurements of selected candidate genes.**

|                                     | Gene          | Short time waiting experiment  |                               |                                  |                                  | Long time waiting experiment    |                             |                             |            |
|-------------------------------------|---------------|--------------------------------|-------------------------------|----------------------------------|----------------------------------|---------------------------------|-----------------------------|-----------------------------|------------|
|                                     |               | P. vs. C.                      |                               | I.p.P. vs. I.                    |                                  | P. vs. C.                       |                             | I.p.P. vs. I.               |            |
|                                     |               | qRT-PCR                        | Microarray                    | qRT-PCR                          | Microarray                       | qRT-PCR                         | Microarray                  | qRT-PCR                     | Microarray |
| Proinflammatory master cytokine     | IL1B          | NC*                            | NC                            | <b>-2.0**</b><br><i>0.063***</i> | <b>-6.4</b><br><i>0.001</i>      | NC                              | NC                          | <b>-1.8</b><br><i>0.010</i> | NC         |
|                                     | TNF- $\alpha$ | NC                             | NC                            | <b>-1.6</b><br><i>0.093</i>      | NC                               | <b>2.4</b><br><i>0.052</i>      | NC                          | <b>-1.4</b><br><i>0.027</i> | NC         |
|                                     | IL6           | NC                             | NC                            | <b>-1.5</b><br><i>0.045</i>      | NC                               | <b>2.7</b><br><i>0.033</i>      | <b>5.5</b><br><i>0.0004</i> | NC                          | NC         |
| Effector driven by IL1B and/or IRF7 | NOS2          | NC                             | NC                            | <b>-3.4</b><br><i>0.037</i>      | <b>-10.7</b><br><i>0.0001</i>    | NC                              | NC                          | <b>-1.5</b><br><i>0.028</i> | NC         |
|                                     | IL15          | NC                             | NC                            | <b>-2.2</b><br><i>0.005</i>      | <b>-4.1</b><br><i>0.0002</i>     | NC                              | NC                          | NC                          | NC         |
|                                     | MX2           | <b>5.7</b><br><i>0.028</i>     | NC                            | <b>-4.1</b><br><i>0.011</i>      | <b>-4.2</b><br><i>&lt;0.0001</i> | NC                              | NC                          | NC                          | NC         |
|                                     | RTP4          | <b>6.4</b><br><i>0.015</i>     | <b>13.3</b><br><i>0.003</i>   | <b>-2.3</b><br><i>0.005</i>      | <b>-4.7</b><br><i>0.0005</i>     | <b>3.0</b><br><i>0.028</i>      | NC                          | NC                          | NC         |
| Chemokine                           | CCL5          | <b>22.0</b><br><i>0.023</i>    | <b>466.5</b><br><i>0.0003</i> | NC                               | NC                               | <b>5.1</b><br><i>0.301</i>      | <b>63.0</b><br><i>0.003</i> | NC                          | NC         |
|                                     | IL8           | <b>2.5</b><br><i>0.008</i>     | NC                            | NC                               | NC                               | <b>2.3</b><br><i>0.007</i>      | NC                          | NC                          | NC         |
| Anti-microbial                      | LAP           | <b>8.7</b><br><i>&lt;0.001</i> | NC                            | <b>1.6</b><br><i>0.017</i>       | <b>2.1</b><br><i>0.003</i>       | <b>1.7</b><br><i>0.026</i>      | NC                          | NC                          | NC         |
|                                     | SLPI          | <b>2.4</b><br><i>0.044</i>     | NC                            | <b>1.7</b><br><i>0.011</i>       | <b>2.2</b><br><i>0.0009</i>      | <b>1.4</b><br><i>0.044</i>      | NC                          | NC                          | NC         |
| Cell and tissue protection          | TGM3          | <b>2.2</b><br><i>0.010</i>     | <b>3.1</b><br><i>0.0001</i>   | <b>2.1</b><br><i>0.002</i>       | <b>2.3</b><br><i>&lt;0.0001</i>  | <b>3.3</b><br><i>0.022</i>      | <b>6.8</b><br><i>0.002</i>  | <b>2.7</b><br><i>0.044</i>  | NC         |
|                                     | SAA3          | <b>77.4</b><br><i>0.003</i>    | <b>146.1</b><br><i>0.0009</i> | NC                               | <b>-1.5</b><br><i>0.001</i>      | <b>4.8</b><br><i>&lt;0.0001</i> | NC                          | NC                          | NC         |
|                                     | LTF           | <b>3.9</b><br><i>0.012</i>     | <b>5.1</b><br><i>0.0002</i>   | NC                               | NC                               | <b>1.9</b><br><i>0.002</i>      | <b>1.9</b><br><i>0.004</i>  | NC                          | NC         |

\* NC, not changed

\*\* bold numbers, fold changes

\*\*\* italic numbers, *p*-value, paired t-test

# Supplementary material for: Lipopolysaccharide priming enhances expression of effectors of immune defence while decreasing expression of pro-inflammatory cytokines in mammary epithelia cells from cows
**Source:** BMC Genomics. 2012 Jan 12;13:17. doi: 10.1186/1471-2164-13-17
**Supplement:** Additional file 4 — Table S4: All RT-qPCR values (relative mRNA copy numbers) contributing to Figure 4.

**Table S4: All RT-qPCR values (relative mRNA copy numbers) contributing to Fig. 4**

| Treatment              | MEC from animal | Gene  |               |        |       |       |        |       |      |       |       |       |       |        |        |
|------------------------|-----------------|-------|---------------|--------|-------|-------|--------|-------|------|-------|-------|-------|-------|--------|--------|
|                        |                 | IL1B  | TNF- $\alpha$ | IL6    | NOS2  | IL15  | MX2    | RTP4  | CCL5 | IL8   | LAP   | SLPI  | TGM3  | SAA3   | LTF    |
| Control                | 1               | 146   | 87            | 18531  | 490   | 1208  | 4086   | 938   | 39   | 529   | 2174  | 9332  | 20436 | 1664   | 67178  |
|                        | 2               | 40    | 61            | 17332  | 485   | 969   | 5369   | 910   | 32   | 578   | 4427  | 7513  | 19239 | 1411   | 65163  |
|                        | 3               | 164   | 97            | 24223  | 571   | 1351  | 2220   | 659   | 174  | 625   | 2106  | 10556 | 18539 | 2065   | 76821  |
| Priming                | 1               | 205   | 117           | 25015  | 1074  | 1356  | 15388  | 4346  | 877  | 1475  | 20969 | 19764 | 44122 | 125698 | 252020 |
|                        | 2               | 247   | 135           | 18780  | 2023  | 1679  | 26259  | 6203  | 1226 | 1466  | 25170 | 25013 | 47420 | 139762 | 308480 |
|                        | 3               | 262   | 102           | 19653  | 1326  | 1526  | 18787  | 5149  | 902  | 1314  | 22615 | 19369 | 38228 | 118768 | 247731 |
| Induction              | 1               | 16753 | 6918          | 127762 | 36615 | 8411  | 292093 | 28822 | 3240 | 36205 | 22191 | 14796 | 39490 | 326963 | 278773 |
|                        | 2               | 27561 | 9304          | 143679 | 62347 | 10168 | 412404 | 34509 | 1417 | 36205 | 27145 | 18385 | 34660 | 411939 | 442553 |
|                        | 3               | 18007 | 7412          | 120467 | 53129 | 9204  | 408286 | 36591 | 1937 | 37868 | 29275 | 17797 | 35342 | 383504 | 367726 |
| Induction post priming | 1               | 9841  | 5701          | 88559  | 14027 | 3933  | 70414  | 11813 | 1608 | 30842 | 42180 | 27790 | 76221 | 296961 | 520000 |
|                        | 2               | 11490 | 4947          | 78356  | 15752 | 4378  | 100892 | 15931 | 2079 | 29677 | 41131 | 30277 | 71053 | 283018 | 514841 |
|                        | 3               | 9296  | 4713          | 88058  | 14982 | 4145  | 101877 | 15016 | 1769 | 31040 | 42714 | 26794 | 76786 | 266950 | 538320 |

# Supplementary material for: Lipopolysaccharide priming enhances expression of effectors of immune defence while decreasing expression of pro-inflammatory cytokines in mammary epithelia cells from cows
**Source:** BMC Genomics. 2012 Jan 12;13:17. doi: 10.1186/1471-2164-13-17
**Supplement:** Additional file 5 — Table S5: Correlation of relative mRNA concentrations determined in microarray hybridizations or RT-qPCR from three biological pbMEC replica of the four challenge groups (C., P., I., and I.p.P.) of the short and long waiting experiments

**Table S5: Correlation of relative mRNA concentrations determined in microarray hybridizations or qRT-PCR from three biological pbMEC replica of the four challenge groups (C., P., I., and I.p.P.) of the short and long waiting experiments.**

| <b>Gene</b>   | <b>SRC*</b> |
|---------------|-------------|
| IL1B          | 0.90        |
| TNF- $\alpha$ | 0.86        |
| IL6           | 0.93        |
| NOS2          | 0.90        |
| IL15          | 0.91        |
| MX2           | 0.98        |
| RTP4          | 0.96        |
| CCL5          | 0.92        |
| IL8           | 0.96        |
| LAP           | 0.86        |
| SLPI          | 0.77        |
| TGM3          | 0.91        |
| SAA3          | 0.95        |
| LTF           | 0.95        |
| <b>mean</b>   | <b>0.91</b> |

\* Spearman's rank correlation coefficient

# Supplementary material for: Lipopolysaccharide priming enhances expression of effectors of immune defence while decreasing expression of pro-inflammatory cytokines in mammary epithelia cells from cows
**Source:** BMC Genomics. 2012 Jan 12;13:17. doi: 10.1186/1471-2164-13-17
**Supplement:** Additional file 6 — Table S6: Sequences of oligonucleotide primers used for real-time PCR quantification

**Table S6. Sequences of oligonucleotide primers used for real-time PCR quantification.**

\*upper line: forward-, lower line, reverse-primer

How the deposited data were processed for this re-analysis (not part of the article)

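Primary bovine mammary epithelial cells from 3 cows were grown as cultures that received no stimulus (C.), LPS (P.), heat-killed E. coli (I.) or LPS followed by E. coli (I.p.P.), in a short and in a long waiting experiment. The 24 arrays (8 conditions, 3 preparations each) are Affymetrix bovine arrays, with one array per culture. The authors processed the scans with GCRMA in BRB-ArrayTools, and the deposited values are log2 expression values per probe set, corrected for background, quantile-normalized and summarised over all arrays. The values stop at 2.02 on every array and come without detection calls. On the 24 arrays the median lay between 5.92 and 6.12. The number of arrays limits the precision of each value. The RT-qPCR copy numbers, fold changes and p-values in the study's tables and supplement were read from the paper and used only for the comparisons with the arrays and with the study's own values.

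After 112 control probe sets were left out, 24016 remained. The platform annotation gives 1 gene symbol for 13292 of them, several genes for 86 and no symbol for 10638. Another 91 probe sets without a platform symbol were named from Tables S1 and S2, which list 268 probe sets, and the rest stay unnamed. No genome or gene coordinates were used. Where the study and the platform give different symbols for a probe set, the platform's is mostly printed (WARS is WARS1 there). The study's symbol is added in brackets for some of them, not always at first use. IFI27L2 of the study is IFI27, and CXCL6 is CXCL5. HLA-DRA, HLA-DQA1, HLA-DQB1, HLA-DMA and HLA-DMB are the corresponding BOLA genes. DEFB4 is LAP, ELTD1 is ADGRL4, GBP3 is GBP1, BIRC2 is BIRC3, OAS1 is OAS1X and ALOX12 is ALOX12E.

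Each experiment was fitted with limma 3.58.1 in R 4.3.3 (eBayes with an intensity trend) on its 12 arrays, with the 4 treatments and the preparation as a fixed block. Probe sets above a log2 value of 4 in at least 3 of the arrays fitted were tested, 13622 in the short and 13814 in the long experiment. P-values were adjusted by Benjamini-Hochberg over these, and adjusted p under 0.05 made a call. The comparisons were P. with C., I.p.P. with I., I. with C., I.p.P. with C. and I.p.P. with P. cultures, and the response to E. coli in primed against naïve cells. Effects after the short and the long wait were compared in one fit of 24 arrays (13949 probe sets) with the preparation within its experiment as block. The pairing of arrays comes from the replicate number in the sample titles and from the methods, which pair by pbMEC preparation. It was checked on the p-values printed in the study: paired by this number, p lay within 0.00005 of the printed one for 39 of 40 probe sets of Table S1A, 13 of 13 of Table S1B and 6 of 6 of Table S2B, but for 1 of 226 of Table S2A. Without the block for preparation 598 probe sets were called for P. against C. cultures in the short experiment, in place of 508, and 260 in place of 244 for the effect of priming after E. coli between the waits.

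Of 25 gene lists, written from textbook knowledge of infection and of the mammary gland, those with at least 3 genes tested entered camera (limma) with one probe set per gene, the one with the highest mean, a preset correlation between genes of 0.01, and a repeat with an estimated correlation. They cover cytokines and chemokines, antimicrobial and acute phase genes, complement, MHC class I and II, interferon response and guanylate-binding proteins, TLR signalling and its negative regulators, cell death, matrix proteases, barrier genes, milk synthesis, cholesterol synthesis, ATF4 targets, proliferation, glycolysis and hypoxia, the retinoid pathway, ribosomal proteins, and luminal, basal, fibroblast, leukocyte and endothelial markers. P is also given adjusted over the members of a list alone. CYP26A1, RARRES1 and STRA6 of the retinoid list, ELTD1 of the endothelial list, several antimicrobial genes and 5 of the ATF4 list had been seen in the study's tables. Named genes are every gene the study names, apart from 2 that are not reported here (by the probe set of its tables, otherwise the one with the highest mean), the 10 largest rises and the 10 largest falls among probe sets called and changed alike in all 3 preparations, the 2 to 4 members with the smallest p of each list described, and all called where 5 or fewer were. Values in the study's tables had been seen when that rule was set. Regulatory groups follow the study's definitions by fold changes. Trees use average linkage on Pearson correlation of values centred per probe set. Correlations of array and RT-qPCR changes over 14 genes have permutation p-values from 100000 permutations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for tables, trees, correlations and figures.

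The fits were tested on simulated data with 200 changed probe sets. For P. against C. cultures limma called 95.6% of those changed by 1 log2 unit after the short and 76.5% after the long wait, and 100% and 97.0% of those changed by 2, with 10 and 10 calls among unchanged probe sets. The test of the response in primed against naïve cells called 88.2% at 1 log2 unit and 98.5% at 2, and the difference of priming effects between the waits 77.9% and 98.5%. A list shifted by 0.5 was called and no other list was. On the real arrays of the short experiment, splits other than the real one called up to 13 lists for P. against C. cultures. For I.p.P. against I. cultures they called up to 16. The simulation thus does not show how specific list calls are on these arrays.

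Alternatives were the fit without the block, without the filter, with the filter at a log2 value of 6, after a further quantile normalization, on only the arrays of the groups compared, on all 24 arrays, without each preparation, with an added limit of 1.5-fold, with the methods' t-test (p under 0.005 and a fold change above 1.5) and its variants, other list settings and other clustering settings. Regroupings of the arrays were drawn 100 at a time where more than 100 exist, with seed 20120112. For differences between effects a regrouping permuted, within each preparation, the residuals of a fit without the tested term. For differences between preparations their numbers were shuffled within each condition. Pathway analysis with IPA, protein measurements and the scanned images were not analysed here, and RT-qPCR values were not tested on their own. All 24 arrays and all their value columns were used.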

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

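Some comparisons were tested only after the results had been seen. They are the response to E. coli between the waits, the control cultures and their regroupings, the preparations and the exchange of preparation numbers. The same holds for the gene lists between the waits, of I. against C. cultures and of the response in primed against naïve cells. Each item below is a difference between the 2 experiments or between primed and naïve cells, or was seen in a comparison the paper does not report.

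The effect of priming differed between the waits for 84 of 13949 probe sets by limma, as SAA3 and SLC7A11 show in opposite directions (each in the same direction in 3 of 3 preparations). Of 100 regroupings, the real one included, 2 called as many, so that chance is excluded at 0.05, yet the other of them called 415, and what that one follows was not tested. For the effect of priming after E. coli, 244 probe sets differed between the waits (1 of 100 regroupings as large, the highest other 1), which excludes chance at 0.05. Likewise, 457 probe sets differed in their response to E. coli between primed and naïve cells of the short experiment (1 of 100, the highest other 7).

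Amino acid supply genes driven by ATF4 changed differently with priming after the 2 waits: over 26 genes the median difference was -0.639 (13 lower after the short wait, 21 with p adjusted over the list alone; adjusted p = 4.56e-43, and 0.00208 with an estimated correlation), with 4 higher and none lower after the long wait at a median of 0.32 (adjusted p = 1.76e-16, and 0.0867 with an estimated correlation). The difference was -0.677 after a further quantile normalization. That value says little about array scaling, since the deposited values were already quantile-normalized. Against 1 preparation of the 3 as the cause argue differences between -0.715 and -0.626 when each was left out. The state of the controls also stays open, since harvest time and experiment go together in the design. In the controls the same genes had a median of -0.40 in long against short cultures (15 lower, 3 higher). A stress response to LPS that changes with time may also be at work, a hypothesis that arose from these data and was not tested. Members TRIB3, PSAT1, PYCR1, SLC7A11 and WARS had been seen in the study's tables.

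Naïve cells answered E. coli more strongly in the long experiment: 2414 of 13949 probe sets differed by limma (1 of 100 regroupings as large, the highest other 41, which excludes chance at 0.05), 2303 of them with the larger response after the long wait, though 1034, 1279 or 1266 differed without preparation 1, 2 or 3. After a further quantile normalization 3044 probe sets differed. That count says little about array scaling, since the deposited values were already quantile-normalized. A smaller spread between arrays in the long experiment is argued against by the effects themselves. Their median ratio, long over short, was 1.677 over 3562 probe sets called alike in both (quartiles 1.28 and 2.20). The residual SD was 0.148 in the long and 0.105 in the short experiment. To make up the whole median gain, 0.65, the controls would need to shift against the response by that size. Their median shift was -0.153, with 0.47 in the challenged cultures. A higher level in the short control cultures thus does not account for the whole gain, but it may account for a part. Open remain the age and density of the cultures and their mixture of cells, which the design does not part from the experiment and which may alter how cells respond. Markers do not settle the mixture, although most fibroblast markers had higher means over the 12 long than over the 12 short arrays. SPARC stood at 13.63 and 12.11, COL3A1 at 12.43 and 11.14 and POSTN at 9.66 and 8.50. COL15A1 was lower (5.445 and 5.657), and COL6A2 hardly differed. PDGFRB exceeded a log2 value of 4 on 0 of 24 arrays, so nothing is drawn from it. In the long control cultures DCN was higher (1.46) and COL15A1 was not called (-0.376). Of luminal markers ELF3 was higher there too (1.287), whereas EPCAM (14.93 and 14.94) and CDH1 (13.15 and 13.17) were level over all arrays. The methods describe removal of fibroblasts by trypsin.

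Arrays of one pbMEC preparation shared no deviation from their treatment: the median correlation of such pairs was -0.029 in the short and -0.023 in the long experiment, against 0.001 and 0.012 for other pairs, and 0 of 13949 probe sets differed between preparations by limma (313 at unadjusted p under 0.05). A count of 0 cannot be tested against regroupings of the arrays, of which the highest gave 1. Whether preparation numbers were exchanged between treatment groups stays open: the best of 216 relabellings in each experiment called 0 probe sets, yet it raised the share at unadjusted p under 0.05 from 4.26 to 13.81% in the short and from 2.83 to 12.49% in the long experiment, a rise to be expected in part from choosing the best. That array replicates and RT-qPCR animals of one number hold different RNA stays open, as their deviations correlated at 0.165 and 313 of 1296 relabellings gave as high a value; the paper states that both used the same RNA samples, while its methods name RNeasy for the arrays and Trizol for RT-qPCR and the sample labels name Trizol. No biological explanation was tested.

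Gene lists that differed between the waits also with an estimated correlation were the following. For priming alone the median of short minus long was 0.995 for antimicrobial and acute phase genes (5 of 12 called), 0.568 for MHC class II genes (5 of 11 higher; adjusted p = 0.00211), 0.078 for complement genes (1 of 10; adjusted p = 0.0049), 0.2 for cholesterol synthesis genes (0 of 15 called by limma, 6 with p adjusted over the list alone; adjusted p = 0.000793), -0.15 for master cytokines (1 of 4 lower; adjusted p = 0.025) and -0.525 for endothelial markers (1 of 4 lower; adjusted p = 0.0367), from which nothing is drawn, since 2 of these 4 exceeded the filter in 3 arrays alone. For priming followed by E. coli it was -1.355 for guanylate-binding proteins (5 of 5 lower), -0.275 for cell death genes (4 of 18 lower) and -0.539 for ATF4 targets (8 of 26 lower; adjusted p = 0.0292).

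The control cultures of the 2 experiments, which the paper does not compare, differed in 8159 of 13949 probe sets by limma, 3982 higher and 4177 lower after the long wait. The 10 splits of 3 against 3 arrays are too few for a share under 0.05 (8159 against 0 for the highest other split, also among those that part 3 pairs).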

How the results depend on the processing

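The methods' t-test without the filter, the moderated paired test and the settings for the E. coli response between the waits and for the control cultures were chosen after values had been seen, while the other alternatives were set before the data were examined. Of 13948 values of named genes under alternatives, 12721 (91.2%) kept their direction and their side of the threshold, 1046 lost the call, 181 gained one and none reversed. Leaving out a preparation cost most calls (242, 191 and 226 without preparation 1, 2 and 3), followed by no filter on dim probe sets (185) and only the arrays of the groups compared (110), whereas the filter at a log2 value of 6 cost 2 and quantile normalization 14. Without the block for preparation 20 calls of named genes were lost and 23 gained, no count except that of I.p.P. against I. in the long experiment moved by more than 1.5 times, and 1 list gained a call. Of 746 values of gene lists 678 (90.9%) were unchanged, 51 lost and 17 gained a call and none reversed; an estimated correlation ended 29 calls and left 10 of 17 and 5 of 13 for P. against C. and 3 of 14 and 0 of 3 for I.p.P. against I. cultures after the short and the long wait. A fit on fewer arrays has fewer degrees of freedom by construction, a fold limit can only lower a count, and the adjustment without the filter runs over more probe sets; for all other changes the cause was not tested.

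Counts that moved by more than 1.5 times are these. P. against C. short (508): 296 with no filter, 161 with only the arrays of the groups compared, 158 to 220 without a preparation, 210 with a fold above 1.5, 50 by the methods' t-test with its fold (0 after Benjamini-Hochberg), 131 by a t-test without pairing and 201 by limma on the 2 groups with p and fold; among added settings 51 by the methods' t-test with no filter and 201 by the moderated paired test. I.p.P. against I. short (1008), in the same order: 606, 472, 271 to 465, 319, 103 (1 after Benjamini-Hochberg), 238 and 319, added 103 and 314, and 618 with all 24 arrays in one fit. P. against C. long (108): 34 with no filter, 8 with only the arrays of the groups compared, 9 to 20 without a preparation, 164 after quantile normalization, 491 with all 24 arrays, 19 by the methods' t-test (0 after Benjamini-Hochberg), 58 without pairing, added 20. I.p.P. against I. long (0 by limma): 15 without the block for preparation, 1 with no filter, 4 with the filter at a log2 value of 6, 21 after quantile normalization, 1296 with all 24 arrays, 6 by the methods' t-test (0 after Benjamini-Hochberg), 47 without pairing, 55 by limma on the 2 groups with p and fold, added 8 and 85, and 0 to 0 without a preparation. I. against C. short (4928): 2322 to 3728 without a preparation, 1278 with a fold above 1.5, 424 by the methods' t-test (36 after Benjamini-Hochberg), 894 without pairing, 1132 by limma on the 2 groups, added 427. I. against C. long (6584), likewise: 3898 to 5560, 3400, 1013 (1748), 2346, 2625, added 1030. Without a preparation the count was 220 to 252 for the response in primed against naïve cells (457), 21 to 42 for the priming effect between the waits (84), 15 to 215 for that after E. coli (244; 134 with no filter and 158 with a fold above 1.5) and 1034 to 1279 for the E. coli response between the waits (2414). With an estimated correlation 13 of 31 list calls of the short and 5 of 16 of the long experiment held.

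Regulatory group sizes (13 and 21 against 16 and 18 in groups 1 and 2 when adjusted p was required), the Pearson correlations with RT-qPCR (0.860 to 0.913 for P. against C., 0.887 to 0.937 for I.p.P. against I. and 0.595 to 0.712 for I. against C. cultures without a preparation) and the 6775 to 7181 probe sets that differed between control cultures without a preparation stayed within 1.5 times their values, as did the number of conditions with a cluster of their own (5, and 4 with Spearman correlation). Signal near the lowest array value limits what can be said of dim genes such as TNF, IL15 and MMP13, and the t-tests, the fit on only the arrays of the groups compared and, between the waits, that on all 24 arrays were not run for differences between effects, which need more than 2 groups or use all arrays already.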

Differences from the paper's values

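Alternatives set before the data were examined are compared first; the methods' t-test without the filter and the moderated paired test were chosen after the values had been seen. The paper's counts of differentially expressed transcripts rest on a fold change above 1.5 and p under 0.005 without adjustment, while the counts here rest on adjusted p under 0.05 in limma and no fold limit.

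For P. against C. cultures in the short experiment the paper's count is 48 (the paper's 37 higher and 11 lower), against 508 here (303 and 205). The methods' t-test with p and fold gave 50 (38 and 12), which does not differ from the paper's by more than 1.5 times. All other alternatives stayed apart from it: 598 without the block, 296 with no filter, 569 with the filter at a log2 value of 6, 678 after quantile normalization, 161 with only the arrays of the groups compared, 373 with all 24 arrays, 158 to 220 without a preparation, 210 with adjusted p and fold, 131 without pairing, 201 by limma on the 2 groups, and 0 by the methods' t-test after Benjamini-Hochberg, as did their counts of higher and of lower probe sets. Chosen after seeing the values, the methods' t-test with no filter gave 51 (38 and 13) and drops 0 of the 40 probe sets of the study's Table S1A.

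For I.p.P. against I. cultures in the short experiment the paper's count is 317 (the paper's 45 higher and 272 lower), against 1008 here (388 and 620). Within 1.5 times of it were only the arrays of the groups compared (472), the fits without preparation 1, 2 or 3 (271, 465 and 274), adjusted p with fold (319), the t-test without pairing (238) and limma on the 2 groups with p and fold (319, with 47 higher and 272 lower). For higher probe sets alone these were the fits without preparation 1 and 3 (42 and 30), adjusted p with fold (57) and limma on the 2 groups (47), and for lower ones alone the same settings as for the total (229 to 369 without a preparation, 398, 262, 218 and 272). Apart stayed the fits without the block (1177), with no filter (606), with the filter at a log2 value of 6 (1106), after quantile normalization (1226) and with all 24 arrays (618), and the methods' t-test with p and fold, which gave 103 (8 and 95) and 1 after Benjamini-Hochberg. The moderated paired test, chosen after seeing the values, gave 314 (48 and 266) and keeps 215 of the 226 probe sets of the study's Table S2A, the others being below the filter.

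For P. against C. cultures in the long experiment the paper's count is 15 (the paper's 11 higher and 4 lower), against 108 here (71 and 37). Within 1.5 times of the total were the fits without preparation 2 (18) and 3 (20) and the methods' t-test with p and fold (19). For higher ones alone these were the methods' t-test (11), only the arrays of the groups compared (8) and the fits without preparation 1 (9) and 2 (15), and for lower ones alone the fit without preparation 2 (3), while the methods' t-test gave 8. All others stayed apart, at 162 without the block, 34 with no filter, 123 with the filter at a log2 value of 6, 164 after quantile normalization, 8 with only the arrays of the groups compared, 491 with all 24 arrays, 9 without preparation 1, 72 with adjusted p and fold, 58 without pairing, 136 by limma on the 2 groups and 0 after Benjamini-Hochberg. The methods' t-test with no filter, chosen after seeing the values, gave 20 (12 and 8) and drops 0 of the 13 probe sets of Table S1B.

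For I.p.P. against I. cultures in the long experiment the paper's count is 6 (the paper's 2 higher and 4 lower), against 0 here by limma (2752 at unadjusted p under 0.05). Equal or within 1.5 times were the methods' t-test with p and fold (6, of which 1 higher and 5 lower; the higher count alone stays apart) and the filter at a log2 value of 6 (4, of which 2 higher and 2 lower; the lower count alone stays apart). The others stayed apart: 15 without the block, 1 with no filter, 21 after quantile normalization, 0 with only the arrays of the groups compared, 1296 with all 24 arrays, 0 without preparation 1, 2 or 3, 0 with adjusted p and fold, 0 by the methods' t-test after Benjamini-Hochberg, 47 without pairing and 55 by limma on the 2 groups. The methods' t-test with no filter, chosen after seeing the values, gave 8 (2 and 6) and drops 0 of the 6 probe sets of Table S2B.

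For TGM3 after the short wait the paper's text gives 2-fold, against 3.09-fold here on the probe set of Table S1B (3.05 to 3.12 without a preparation, all apart from the paper's value), while the other TGM3 probe set, which Table S2A lists, rose 2.25-fold. Of 46 folds compared with the paper's text and tables, 45 lay within its rounding or the spread of preparations. Among these, CCL5 after the long wait is counted by its SD alone. For CCL5 after the long wait the paper's text gives 36-fold, and here it is 63.0-fold (SD 27.9). The paper's value counts as within the spread by this SD, but it lies below the fold of each of the 3 preparations. Without preparation 1, 2 and 3 the fold was 50.4, 68.0 and 73.0, of which the latter 2 stay apart from the paper's value. The study's Table S1B lists the same value as here. The folds of all rows of Tables S1A (40), S2A (226), S1B (13) and S2B (6) equal those here within 0.051.

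The p-values printed in Table S2A differ from those of a paired t-test: 67 of its 226 probe sets had p under 0.005 by the methods' t-test, and the median was 0.0108 against a median of 0.00031 for the printed ones. With the moderated paired test, chosen after seeing the values, 147 of 215 lay within 0.00005 of the printed p and the rank correlation was 0.999, whereas for Tables S1A, S1B and S2B the methods' t-test came that close in 39 of 40, 13 of 13 and 6 of 6. Of the rows in these tables limma called 37 of 40, 195 of 226, 8 of 13 and 0 of 6; the methods' t-test on all probe sets passes every row of Tables S1A, S1B and S2B at p under 0.005, and limma on the 2 groups 214 of the 226 of Table S2A.

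The paper describes the fall of ELTD1 (ADGRL4) in primed cells as a modest one, while its level here was 28.6% of that in control cells, and the fold in the study's own table matches. The paper names CXCL6 (CXCL5) among genes that answered priming after the long wait alone, whereas it also rose after the short wait, by 1.89 on the log2 scale (adjusted p = 4.2e-06, higher in 3 of 3 preparations). G0S2, which the study lists as lower in primed cells, stood at -0.91 (adjusted p = 0.112 by limma), and the methods' t-test and only the arrays of the groups compared (adjusted p = 0.0294) call it. CORO1A and CD55, which the paper names as induced by priming alone, stood at 0.69 (adjusted p = 0.164) and 0.81 (adjusted p = 0.106) on the log2 scale, above 1.5-fold and higher in 3 of 3 preparations, and no alternative fit called them. Among genes the paper describes as changed in I.p.P. against I. cultures limma did not call LAP (1.08, adjusted p = 0.0722), CRCP (0.66, adjusted p = 0.125), POLRMT (0.62, adjusted p = 0.0771), SOSTDC1 (0.59, adjusted p = 0.203) and OAS1X (-0.78, adjusted p = 0.305). With only the arrays of the groups compared LAP, CRCP and OAS1X were called (adjusted p = 0.0431, 0.0442 and 0.0137), and LAP also without preparation 1, without the block, with all 24 arrays and with the filter at a log2 value of 6 (0.0117 to 0.0414); POLRMT and SOSTDC1 were called in none of these fits. Of the 16 genes of the study's group 1, 13 were higher by more than 1.5-fold with priming alone, and the paper counts 11.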

Other observations

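The regroupings of arrays named here were planned, apart from those of the control cultures; the genes named for the control cultures were chosen as the largest changes after their values were seen. E. coli alone changed 4928 of 13622 probe sets in the short experiment (1476 higher, 3452 lower) and 6584 of 13814 in the long one (2435 and 4149) by limma. CCL20, which attracts dendritic cells, rose by 8.71, standard error 0.11, adjusted p = 3.83e-12, after the short and by 10.16, standard error 0.11, adjusted p = 2.6e-11, after the long wait, and CXCL8, which attracts neutrophils, by 10.26, standard error 0.36, adjusted p = 2.08e-08, after the long one, each in 3 of 3 preparations. CYP1A1, an enzyme of the aryl hydrocarbon response, rose by 8.40, standard error 0.14, adjusted p = 1.47e-11, after the short wait. ELF5, a transcription factor of milk-producing cells, fell by 2.62, standard error 0.16, adjusted p = 3.97e-07, and the endocytic adapter DAB2 fell by 3.52, standard error 0.29, adjusted p = 6.2e-06, after the short wait, and CDKN1C, an inhibitor of the cell cycle, fell by 3.42, standard error 0.36, adjusted p = 5.18e-05, after the long wait. Of 10 chemokines 9 were higher after the short wait (median 3.84; adjusted p = 0.00563 with an estimated correlation), as were all 39 interferon response genes (2.78; 0.0196), 11 of 15 negative regulators of TLR signalling (0.79; 0.00788) and 8 of 12 matrix proteases and inhibitors (0.79; 0.00788), while 16 of 27 proliferation genes were lower (-0.17; adjusted p = 0.000793, and 0.212 with an estimated correlation).

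In control cultures of the long against the short experiment the lysosomal glycoprotein gene GPNMB rose by 6.10 (standard error 0.24, adjusted p = 7.42e-13), the chitinase-like CHI3L1 by 5.37 (standard error 0.27, adjusted p = 9.08e-12), complement C3 by 4.26 (standard error 0.31, adjusted p = 1.23e-09) and the antiviral gene RSAD2 by 4.24 (standard error 0.63, adjusted p = 1.04e-05) on the log2 scale, each in 3 of 3 preparations. IL6 fell by 5.59 (standard error 0.18, adjusted p = 6.6e-14), the replication factor CDC6 fell by 3.38 (standard error 0.19, adjusted p = 4.72e-11) and FOSL1, a part of AP-1, fell by 3.22 (standard error 0.18, adjusted p = 4.34e-11). In all, 4222 probe sets differed more than 1.5-fold and 269 more than 4-fold. Among cell type markers, which were not tested as lists in this comparison, the fibroblast markers DCN at 1.46 (adjusted p = 2.76e-08), SPARC at 1.45 (adjusted p = 6.84e-11), LUM at 1.38 (adjusted p = 9.55e-08) and COL3A1 at 1.26 (adjusted p = 3.01e-08) were higher in the long controls, whereas COL15A1 (-0.376, adjusted p = 0.129) and COL6A2 (0.096, adjusted p = 0.612) of the same list were not called; the luminal markers ELF3 at 1.287 (adjusted p = 2.32e-09) and KRT19 at 0.37 (adjusted p = 0.000124) were higher as well. Over the 12 long against the 12 short arrays most other fibroblast markers had higher means too, such as COL1A1 (9.94 and 8.97), POSTN (9.66 and 8.50) and FBN1 (10.64 and 9.79). PDGFRB stood at 2.09 in each, near the lowest array value, so nothing is drawn from it. The luminal markers EPCAM (14.93 and 14.94), KRT7 (14.64 and 14.63) and CDH1 (13.15 and 13.17) were level. Harvest time and experiment go together here.

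With priming alone after the short wait 2 of 4 endothelial markers were lower, with a median of -0.99 (adjusted p = 1.62e-05, and 0.0145 with an estimated correlation), but 2 of the 4 exceeded the filter in 3 arrays alone, so nothing is drawn from this list. Of 7 luminal epithelial markers 2 were lower and none higher (4 with p adjusted over the list alone), with a median of -0.09 (adjusted p = 0.00246, and 0.0434 with an estimated correlation); KRT19, a luminal keratin, fell by 0.30 (standard error 0.06, adjusted p = 0.0116), a call lost without preparation 1 (adjusted p = 0.145), without preparation 2 (0.0832), without preparation 3 (0.0844), with no filter on dim probe sets (0.103) and with only the arrays of the groups compared (0.127). The call of the cell death list was lost with an estimated correlation (adjusted p = 0.0253, and 0.194 with that correlation). The calls of 6 other lists were lost in the same way: matrix proteases (3 of 12 higher, median 0.18, adjusted p = 0.0134, and 0.104 with that correlation), cholesterol synthesis (0 of 15 called, 0.07, 0.0134 and 0.0624), proliferation (0 of 27 called, 0.07, 0.00946 and 0.279), glycolysis and hypoxia (2 of 18 higher, 0.02, 0.0239 and 0.215), basal markers (1 of 10 lower, -0.09, 0.0138 and 0.208) and fibroblast markers (2 of 15 lower, -0.07, 0.0278 and 0.279). No call was made for master cytokines (median 0.16, adjusted p = 0.221), TLR and NF-kB signalling (1 of 18 higher, 0.02, 0.62), milk synthesis (1 of 13 lower, 0.02, 0.632), the retinoid pathway (1 higher and 1 lower of 8, 0.02, 0.785) or ribosomal proteins (0 of 24 called, -0.002, 0.863). Leukocyte markers had 2 genes tested, too few for camera.

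Markers of 5 cell types were read as mean log2 values over the 24 arrays. The list median was 13.43 for luminal markers (7 of 9 genes above 4 in at least 3 arrays), 12.93 for basal markers (11 of 12), 9.96 for fibroblast markers (16 of 17), 2.03 for endothelial markers (4 of 12) and 2.02 for leukocyte markers (2 of 21, AIF1 at 9.87 and CORO1A at 3.79). EPCAM stood at 14.93 ± 0.09 (SD) and KRT5 at 15.31 ± 0.07, the collagen gene COL1A2 at 13.92 ± 0.34 and SPARC at 12.87 ± 0.83. No cell type is assigned from these values.

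Comparisons of 3 with 3 arrays allow 10 splits, too few for a share under 0.05. The real and the highest other count of probe sets were 508 and 0 for P. against C. short (1 of 10 splits as large), 1008 and 1 for I.p.P. against I. short (1 of 10), 108 and 0 for P. against C. long (1 of 10), 0 and 0 for I.p.P. against I. long (10 of 10), 4928 and 0 for I. against C. short (1 of 10) and 6584 and 0 for I. against C. long (1 of 10). Among splits that also part 3 pairs of cultures the highest other was the same in each. For the number of gene lists called the real and the highest other values were 17 and 13 (1 of 10; 8 among splits parting 3 pairs), 14 and 16 (2 of 10; 10), 13 and 12 (1 of 10; 12) and 3 and 4 (6 of 10; 2), in the order of the first 4 comparisons. The other splits mix treatments within a group.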
